# Integrative analysis of gut microbiota composition, host colonic gene expression and intraluminal metabolites in aging C57BL/6J mice

**DOI:** 10.18632/aging.101439

**Published:** 2018-05-16

**Authors:** Benthe van der Lugt, Fenni Rusli, Carolien Lute, Andreas Lamprakis, Ethel Salazar, Mark V. Boekschoten, Guido J. Hooiveld, Michael Müller, Jacques Vervoort, Sander Kersten, Clara Belzer, Dieuwertje E.G. Kok, Wilma T. Steegenga

**Keywords:** aging, gut microbiota, metabolites, colonic gene expression, host-microbe interactions

## Abstract

The aging process is associated with diminished colonic health. In this study, we applied an integrative approach to reveal potential interactions between determinants of colonic health in aging C57BL/6J mice. Analysis of gut microbiota composition revealed an enrichment of various potential pathobionts, including *Desulfovibrio* spp*.*, and a decline of the health-promoting *Akkermansia* spp*.* and *Lactobacillus* spp. during aging. Intraluminal concentrations of various metabolites varied between ages and we found evidence for an increased gut permeability at higher age. Colonic gene expression analysis suggested that during the early phase of aging (between 6 and 12 months), expression of genes involved in epithelial-to-mesenchymal transition and (re)organization of the extracellular matrix were increased. Differential expression of these genes was strongly correlated with *Bifidobacterium* spp. During the later phase of aging (between 12 and 28 months), gene expression profiles pointed towards a diminished antimicrobial defense and were correlated with an uncultured *Gastranaerophilales* spp. This study demonstrates that aging is associated with pronounced changes in gut microbiota composition and colonic gene expression. Furthermore, the strong correlations between specific bacterial genera and host gene expression may imply that orchestrated interactions take place in the vicinity of the colonic wall and potentially mediate colonic health during aging.

## Introduction

Aging is a complex process characterized by a time-dependent loss of physical fitness accompanied by an increased risk of morbidities [1]. The increase in life expectancy and the increased prevalence of age-related pathologies [1] demands further insight into the mechanisms underlying the aging process.

The colon is mainly involved in absorption of water and nutrients, but also plays an important role in general body health [2]. Together with the small intestine, the colon constitutes the largest part of the whole-body immune system and is critical for an appropriate immune response towards the continuous exposure to potential inflammatory stimuli [3]. One of the unique features of the colon is that it harbors a complex ecosystem of micro-organisms referred to as the gut microbiota. The gut microbiota is crucial for the development and maturation of the intestinal immune system during the early phase of life, as well as the maintenance of the intestinal epithelial barrier [4]. Furthermore, the gut microbiota is involved in fermentation of non-digestible fibers and the production of short-chain fatty acids (SCFAs) [5], and as such lives in symbiosis with the host. In a healthy situation, the host is able to arrange an appropriate immune response upon microbial stimuli, which is non-responsive towards beneficial commensal bacteria, but reacts to pathogenic bacteria and restricts bacterial overgrowth [6,7]. However, aging is accompanied by a decline in function of the immune system and a chronic low-grade inflammation, known as immunosenescence and inflammaging, respectively [8]. These factors, together with age-related changes in diet, lifestyle as well as colon physiology, inevitably trigger changes in gut microbiota composition [9]. Alterations in gut microbiota composition have been linked to intestinal inflammatory diseases, as well as the development of other pathologies, e.g. metabolic syndrome, frailty and nervous system diseases [10–12]. Thus, in the context of mechanisms underlying healthy aging, gaining knowledge on novel molecular interactions between gut microbiota and the host may be the key for the prevention and treatment of age-related pathologies.

Remarkable age-related changes in gut microbiota composition were observed in large human cohort studies [10,13–15]. However, interpretation of the data is complex because of a wide range of interfering lifestyle factors, including diet and medication, but also other factors, such as genetic background and place of residence. Furthermore, the microbiota composition in these studies was analyzed in faecal samples, while previous studies showed distinct bacterial populations in faeces and colon lumen [16–20]. This observation raises the question whether the microbiota composition in fresh faeces is representative for the microbiota composition in the colon. Besides, when exploring the effects of the microbiota composition on colonic gene expression profiles, the analysis of the colonic luminal content is preferred, because of its close proximity to the colonic wall. However, a major advantage of using faecal samples is the ability to investigate changes in gut microbiota composition during aging in a longitudinal manner.

To deepen our understanding regarding the effects of aging while limiting the effects of interfering factors, we generated an aging cohort of male C57BL/6J mice. These mice received a semi-synthetic diet, were individually housed and fresh faeces was collected from the same mice at 4, 8, 12, 18, 24 and 28 months for analysis of faecal microbiota composition. After sacrifice at 6, 12, 24 and 28 months of age, scrapings of the colonic wall were isolated to investigate colonic gene expression and colonic luminal content was collected for investigation of colonic microbiota composition and metabolomics analysis.

We hypothesized that the interaction between host and the gut microbiota will change during the aging process and might contribute to a decline in colonic health at old age. To obtain potential mechanistic insights that could explain transcriptional perturbations in response to changes in colonic microbiota composition during aging, or vice versa, we used a comprehensive integrative analysis to explore interactions between the gut microbiota and host colonic gene expression.

## RESULTS

### Physiological differences between mice during aging

Body weight as well as food intake increased during aging (Figure S1A-B). Also liver weight and relative liver weight (% of body weight) were significantly higher in older mice (Figure S1C-D). To determine if metabolic health altered during aging, fasting insulin levels in plasma were assessed. These levels were significantly increased at 24 and 28 months compared to 6 months (p<0.01) (Figure S1E). Death rates of the mice remained low till the age of 20 months and started to increase afterwards (Figure S1F). Most mice that died prematurely suffered from multiple conditions (Data set S1).

### Alterations in faecal and colonic microbiota composition during aging

Fresh faeces samples were collected longitudinally at 4, 8, 12, 18, 24 and 28 months of age in a subset of 9 mice. Sequencing of the V3-V4 region of the 16S rRNA gene revealed that the alpha-diversity, in terms of Shannon entropy, did not change during aging (Figure 1A). To explore variance in faecal microbiota composition, a Principal Component Analysis (PCA) on relative abundance of genera was performed. The PCA revealed that the first principal component, explaining 42.7% of the variation, separated the mice aged 4 and 8 months from the other age groups (Figure S2A). Dissimilarities in faecal microbiota composition between age groups were further investigated at two taxonomic levels. At the phylum level, the relative abundance of *Proteobacteria* was less abundant in young mice (4 months) and increased from 8 months onwards in most mice (Figure 1B). *Verrucomicrobia* and *Actinobacteria* were highly abundant at 4 months, but both disappeared in most mice between 4 and 12 months of life (<1%). By exception, the relative abundance of *Verrucomicrobia* in mouse 9 at 28 months of age was high compared to the other mice at the same age (Figure 1C).

**Figure 1:**
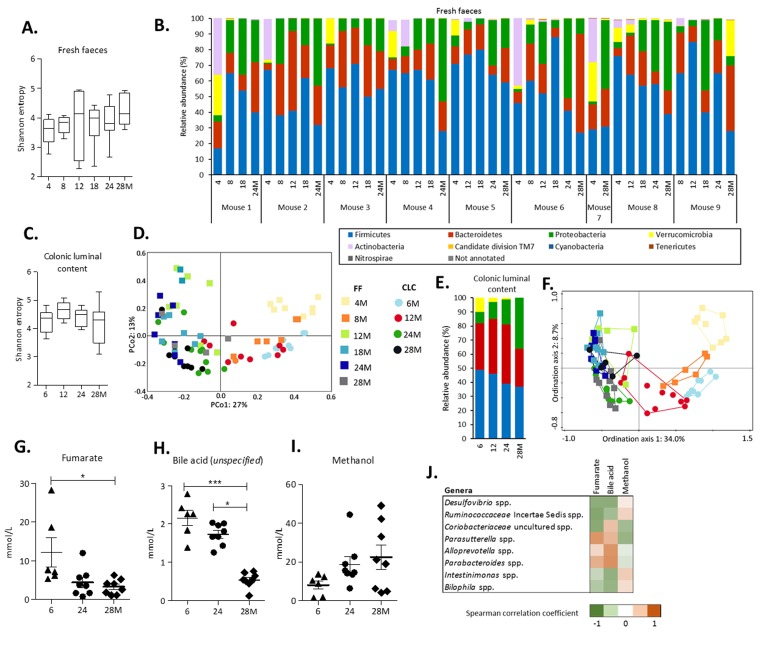
**Alterations in gut microbiota composition and metabolites during aging.** (**A**) The alpha-diversity (Shannon entropy) measured by the Shannon entropy in fresh faeces. Boxes extend from the 25th to 75th percentile, line in the middle represents median, and whiskers represent minimum and maximum values. (**B**) Relative abundance (%) at phylum level in fresh faeces collected longitudinally in a subset of 9 mice. (**C**) The alpha-diversity (Shannon entropy) measured by the Shannon entropy in colonic luminal content. **(D)** Principal Coordinate Analysis (PCoA) based on Bray-Curtis distances showing dissimilarities between all individual samples (FF and CLC). (**E**) The average relative abundance (%) at phylum level in colonic luminal content. Legend corresponds to graph with relative abundance at phylum level in fresh faeces. (**F**) Redundancy Analysis (RDA) displaying the part of the variation in microbiota composition explained by the age groups and source. Sample plot showing the clustering of the samples. Legend corresponds to PCoA plot. The distance between the ages and sample sources approximates the average dissimilarity of the microbiota composition. The FF analyses were based on a subset of n=9 mice at consecutive ages (4, 8, 12, 18, 24 and 28 months). For the CLC analyses, n=10 mice per age group (6, 12, 24 and 28 months) were included. (**G**) Levels of fumarate, **(H)** an unspecified bile acid and **(I)** methanol detected by 1H-NMR in CLC at 6 months (n=6), 24 months (n=8) and 28 months (n=8) of age. Error bars represent standard error of the mean (S.E.M**.**)**.** (**J**) Strongest Spearman correlation coefficients (-0.6<r>0.6) for the concentrations of the identified metabolites and the relative abundances of the 50 most abundant genera in colonic luminal content.

At genus level, the higher relative abundance of the *Proteobacteria* phylum in older mice was largely accounted for by a significantly higher abundance of the pathobionts *Desulfovibrio* spp*.* and *Bilophila* spp*.* (Table 1). However, the strongest aging-related change within this phylum was the significantly decrease in relative abundance of *Parasutterella* spp*.* during aging. The lower relative abundance of the *Verrucomicrobia* phylum was solely explained by *Akkermansia* spp*.* that significantly decreased during aging (Table 1). The relative abundance of *Bifidobacterium* spp*.* and *Coriobacteriaceae* spp*.* both decreased strongly and significantly explaining the age-dependent decrease in relative abundance of the *Actinobacteria* phylum. Finally, although the phyla *Bacteroidetes* and *Firmicutes* in itself did not significantly change during aging, several genera belonging to these phyla showed strong and significant changes between young and old mice (Table 1 and Table S1).

**Table 1:** Relative abundance of genera (abundance threshold ≥0.1% in a least one sample) that strongly changed (-10>FC>10) in either fresh faeces (FF) and/or colonic luminal content (CLC) between young and old mice (FDR p-value<0.1)

		**Fresh Faeces**								**Colonic Luminal Content**					
**Phylum**	**Genus**	**4M**	**8M**	**12M**	**18M**	**24M**	**28M**	**Fold change^1^**	**FDR p-value^2^**	**6M**	**12M**	**24M**	**28M**	**Fold change^3^**	**FDR p-value^2^**
Firmicutes	*Anaerovorax* spp*.*	0.001	0.003	0.009	0.015	0.015	0.02	18.3	0.024	0.007	0.019	0.014	0.035	4.7	0.063
	*Bacillus* spp*.*	0	0	0	1	0.251	0.991	>1000.0	0.035	0	0.19	0.356	0.944	>1000.0	0.223
	*Clostridium sensu stricto 1* spp.	0.008	0.129	0.056	0.268	0.207	0.213	28.0	0.024	0.123	0.16	0.155	0.367	3.0	0.363
	*Coprococcus* spp.	0	0	0.001	0.001	0.004	0.002	181.0	0.081	0.005	0.002	0.006	0.024	4.3	0.814
	*Lactobacillus* spp.	13	0.481	0.868	1	0.249	0.34	-38.2	0.024	0.447	0.157	0.129	0.139	-3.2	0.109
	*Roseburia* spp.	0.019	0.089	0.347	0.424	0.607	0.868	46.9	0.024	0.107	0.209	0.386	0.547	5.1	<0.001
	*Turicibacter* spp.	0.071	2	5	16	7	4	56.7	0.024	0.163	1	2	2	12.3	0.007
	uncultured *Christensenellaceae* spp.	0.002	0.011	0.024	0.026	0.021	0.051	23.3	0.024	0.007	0.007	0.014	0.024	3.5	0.040
	uncultured *vadinBB60* spp*.*	0.045	1	2	0.8	0.771	1	22.4	0.024	3	10	8	6	2.0	1.000
	unidentified *vadinBB60* spp.	0	0.002	0	0	0	0.029	>1000.0	0.200	0.057	0.113	0.012	0.002	-32.1	0.007
Bacteroides	*Odoribacter* spp.	0.54	3	3	5	4	7	13.0	0.024	6	14	14	6	1.0	0.884
	*RC9 gut group* spp.	0.682	4	2	2	2	9	13.2	0.024	3	2	6	5	1.7	0.144
Proteobacteria	*Bilophila* spp.	0.004	0.049	0.031	0.078	0.065	0.056	12.9	0.024	0.02	0.03	0.049	0.075	3.8	0.006
	*Desulfovibrio* spp.	2	14	10	25	33	25	12.5	0.024	8	12	18	36	4.5	<0.001
	*Parasutterella* spp.	0.196	0.072	0.074	0.005	0	0.004	-54.1	0.024	0.246	0.185	0.002	0.003	-93.2	<0.001
Verrucomicrobia	*Akkermansia* spp.	12	0.768	0.84	0.181	0.128	6	-2.0	0.024	10	3	1	0.114	-87.7	<0.001
Actinobacteria	*Bifidobacterium* spp.	19	4	1	0.051	0.07	0.027	-701.1	0.044	0.651	0.112	0.011	0.077	-8.5	0.003
	uncultured *Coriobacteriaceae* spp.	1	0.077	0.148	0.046	0.036	0.015	-69.0	0.024	0.078	0.014	0	0.008	-9.9	<0.001
Candidate division TM7	*Candidatus Saccharimonas* spp.	0.005	0.012	0.111	0.087	0.035	0.067	12.3	0.024	0.013	0.064	0.024	0.039	3.0	0.907
Cyanobacteria	uncultured *Gastranaerophilales* spp.	0	0	0	0.001	0.001	0	0.0	0.200	0.048	0.069	0.008	0.004	-10.9	0.044

Number of mice: Fresh faeces 4M: n=8; 8M: n=6; 12M: n=7; 18M: n=8; 24M: n=8; 28M: n=5. Colonic luminal content 6M: n=10; 12M: n=10; 24M: n=10; 28M: n=10.

^1^Fold change (FC) of relative abundance in fresh faeces samples between young (4 months) and old (28 months) old mice. ^2^ Determined by a Wilcoxon Signed Rank Test or Kruskal-Wallis Test (performed in SPSS) for fresh faeces and colonic luminal content, respectively. The adjusted p-values are shown, corrected for multiple testing using the Benjamini-Hochberg method. A False Discovery Rate of 0.1 was considered as significant. ^3^Fold change (FC) of relative abundance in colonic luminal content samples between young (6 months) and old (28 months) old mice.

Next to the analysis of the fresh faeces samples, the microbiota composition of the colonic luminal content of 40 mice sacrificed at the age of 6, 12, 24 and 28 months of age was investigated. Similar to the results obtained from the fresh faeces samples, no significant changes in Shannon entropy were found (Figure 1C) and the PCA revealed that the youngest and oldest age groups explained most of the variation (Figure S2B). These findings were strengthened by the distance-based Principal Coordinate Analysis (PCoA), since the first principal coordinate, explaining 27% of the variation, also separated young and old mice (Figure 1D). Comparison of the relative abundance at phylum and genus level between fresh faeces and colonic luminal content revealed mostly similar trends, although *Actinobacteria* phylum was hardly abundant in colonic luminal content (Figure 1E, Table 1, Figure S3). To investigate the impact of both age and source (fresh faeces and colonic luminal content) on the total variation, a Redundancy analysis (RDA) was performed. Ordination axis 1 explained 34.0% of the variation and separated the youngest age groups of both sources. Interestingly, ordination axis 2 explained 8.7% of the variation and separated the colonic luminal content and fresh faeces samples, indicating that the explanatory variable age contributed more to the variation in microbiota composition than the source variable (Figure 1F). Taken together, these results reveal pronounced changes in gut microbiota composition during aging, both in fresh faeces and more moderate in colonic luminal content. Additionally, subtle differences between the faecal and colonic microbiota composition were found.

### Metabolite profiles in colonic luminal content

To explore whether observed changes in gut microbiota composition may come with potential functional consequences, ^1^H-NMR was performed on colonic luminal content at 6, 24 and 28 months of age. Concentrations of the SCFAs butyrate, propionate and succinate did not differ between the age groups, except for acetate that was significantly lower at 24 months compared to 6 months (p<0.05) (data not shown). Intraluminal concentrations of fumarate decreased during aging, as well as an unspecified bile acid (Figure 1G-H). It was not possible to exactly identify this bile acid, since this peak in the NMR spectrum (0.17 ppm) is located in a rather unexplored region. However, it can be ruled out that this is one of the bile acids as described by Kok and colleagues [21], since these bile acids were identified in a different region of the spectrum (0.6-0.8 ppm). The concentration of methanol increased in older mice (Figure 1I). A correlation analysis was performed to investigate whether the levels of these metabolites could be related to the relative abundances of the 50 most abundant genera. The strongest negative correlations were found for fumarate that was negatively correlated with the relative abundance of *Desulfovibrio* spp. (r=-0.651), an uncultured *Ruminococcaceae* spp. (r=-0.708) and an uncultured *Coriobacteriaceae* spp. (r=-0.681), and positively correlated with *Parasutterella* spp. (r=0.637) (Figure 1J).

### Changes in colonic gene expression in 6, 12, 24 and 28-month-old mice

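RNA of colonic scrapings, which held mucosa and submucosa, was hybridised to whole-transcript Affymetrix mouse arrays, 1 array per mouse. The groups held 4 mice of 6 months, 7 of 12 months, 8 of 24 months and 7 of 28 months, which makes 26 arrays, and these numbers of mice limit the precision. The authors deposited log2 values per probe set, and the submitters' processing notes name RMA, which corrects the background, normalizes the arrays to each other and summarises the probes of a probe set. The median of an array lay between 6.27 and 6.33. Where a gene had several probe sets of its own, the one with the highest mean over all arrays was used, which gave 18820 genes. The 16182 genes with an intensity above 20 on at least 4 arrays were tested with limma, with a mean per age, an intensity trend of the variance and Benjamini-Hochberg adjustment over all of them. A gene or list was called at an adjusted p under 0.01 against 6 months, the threshold of the study, and single genes and lists at an adjusted p under 0.05 between 12 and 28 months. Thresholds, tests and 48 gene lists of pathways, complexes and cell type markers were fixed before the data were examined. Some lists hold genes that the paper reports from these same mice, so their counts and p values are not independent of its results. The 47 lists with at least 5 measured members were tested with limma's camera at its preset correlation between genes, 0.01, with adjustment over the lists, and a p given with an estimated correlation comes from the same test with that correlation estimated from the arrays. In 100 sets of arrays without age differences, made by shuffling the deviations from the age means, camera called a median of 7 lists between 6 and 12 months and 12 between 12 and 28 months at the preset correlation, against 22 and 27 in the real data, and a median of 0 with an estimated correlation, against 7 and 1. In simulated data on the same genes, 78% of 50 genes changed by a log2 of 0.5 were called between 6 and 12 months and 94% between 12 and 28 months, against 30% and 46% of genes changed by 0.25. Markers of smooth muscle stood out in mouse 01 of 12 months and mice 01 and 03 of 28 months, where the mean of the smooth muscle list lay 2.61, 2.66 and 2.58 above the 6-month mean, against 0.82 to 1.23 in the other mice of 12 months and 0.64 to 1.67 in those of 28 months. Markers of the exocrine pancreas lay 1.75 above the 6-month mean in mouse 09 of 28 months, against 0.19 in the next highest mouse of 12 or 28 months. Results that change without these 4 mice are given with the value obtained without them, a comparison added after the values were seen.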

To explore the effect of aging on gene expression in the colonic wall, microarray analysis was performed on mRNA isolated from colonic scrapings from the same mice for which we also had data on the microbiota composition. 

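Colonic gene expression of every 6-months-old mouse lay apart from that of every older mouse along the main axis of variation. The first principal component held 46.0% of the variance of the 1000 genes, of which 80 belong to the lists of stromal cells and matrix and 18 are immunoglobulin genes. Its mean was -21.9 ± 4.76 (SD, n = 4) at 6 months, 4.68 ± 3.21 (n = 7) at 12 months, 1.04 ± 3.72 (n = 8) at 24 months and 6.63 ± 7.16 (n = 7) at 28 months. The mice of 6 months lay between -28.6 and -18.0 and the older mice between -6.97 and 15.9. A 2-sided exact permutation test of 6 months against all other ages gave p = 6.69e-05, the smallest p that 4 of 26 mice allow.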

A PCA carried out on the top 1,000 most variable genes revealed a clear segregation of the 6-months-old mice (Figure 2A). No clear separate clustering was observed for the mice from the other age groups, indicating that only gene expression at 6 months differed substantially from all other age groups. 

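On the first component the ranges of the 3 older ages overlapped, and exact permutation tests gave p = 0.534 between 12 and 28 months, 0.0659 between 12 and 24 months and 0.0758 between 24 and 28 months (0.534, 0.114 and 0.114 after Benjamini-Hochberg adjustment over the 6 comparisons on both components). On the second component, which held 11.3% of the variance, the means were 5.06 ± 5.09 (SD, n = 7) at 12 months, -0.89 ± 4.89 (n = 8) at 24 months and -3.88 ± 3.51 (n = 7) at 28 months, with -0.29 ± 3.23 (n = 4) at 6 months. There the difference between 12 and 28 months had p = 0.00583 in an exact permutation test (0.0350 after adjustment), between 12 and 24 months p = 0.0418 (0.114) and between 24 and 28 months p = 0.205 (0.245). The mice of 12 months lay between -3.74 and 9.96 and those of 28 months between -8.25 and 1.47, so their ranges overlapped here too.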

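Apart from immunoglobulin genes, the largest increase from 6 to 12 months was that of Sfrp1, which encodes a secreted inhibitor of Wnt signalling. It rose by 2.72 ± 0.22 on the log2 scale (± standard error from limma, 6.60-fold, adjusted p = 1.6e-09, n = 4 and 7 mice). Mmrn1, a gene of lymphatic endothelium, rose by 2.33 ± 0.26, Aspn, a proteoglycan of the matrix, by 2.30 ± 0.21, Serpina3n, an inhibitor of serine proteases, by 2.28 ± 0.24 and Scn7a, a sodium channel of glia, by 2.16 ± 0.23. Among genes that passed the threshold, decreases were smaller in size: Edn1, which encodes the vasoconstrictor endothelin 1, fell by 0.93 ± 0.19 (adjusted p = 0.0011) and Abcg5, a subunit of a sterol exporter, fell by 0.85 ± 0.16 (adjusted p = 0.00052). Of the adipocyte genes, none of which passed, the lowest difference was -2.31. From 6 to 28 months, Serpina3n rose by 2.44 ± 0.24, while Grin3a, a glutamate receptor subunit, fell by 1.46 ± 0.27 and the lipoprotein lipase gene Lpl fell by 1.19 ± 0.21. At an adjusted p under 0.01, 829 genes were higher and 353 lower at 12 months than at 6 months, 633 were higher and 255 lower at 24 months, and 906 were higher and 325 lower at 28 months. Among the older ages, 6 genes rose and 8 fell from 12 to 24 months, 54 rose and 80 fell from 12 to 28 months, and from 24 to 28 months 1 rose (Snora16a, a small nucleolar RNA) and 1 fell (Mrpl23, of the mitochondrial ribosome), which are named after their values were seen. Increases made up 70.1%, 71.3% and 73.6% of the calls against 6 months at 12, 24 and 28 months, and with each array centred on its median 59.3% (786 higher and 540 lower), 59.6% (585 and 396) and 57.1% (841 and 631). Cyclic loess between the arrays moved the share the other way, to 79.2% (859 higher and 225 lower), 78.7% (663 and 179) and 80.6% (969 and 233). The 14 genes between 12 and 24 months became 5, 6 and 7 without mice 09, 07 and 01 of 12 months, 8, 8 and 9 without mice 05, 13 and 11 of 24 months, and 25, 26 and 28 without mouse 05 of 28 months, mouse 09 of 24 months and mouse 13 of 12 months, and the 2 between 24 and 28 months became 0 or 1 without any of 15 of the mice. With all mice, the 14 became 50 with arrays weighted by quality, 23 with cyclic loess and 0 with mouse number as a block.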

The highest number of significantly differentially expressed genes was found when comparing the youngest (6 months) versus the three older age groups (Figure 2B). 

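Genes that were higher than at 6 months at 1 of the older ages were often higher at each of them. Ccl11, which encodes a chemokine for eosinophils, was higher by 2.03 ± 0.14 on the log2 scale at 12 months, 1.80 ± 0.14 at 24 months and 2.09 ± 0.14 at 28 months (adjusted p = 1.4e-10, 1.4e-09 and 5.5e-11 from limma). Rps4l, a gene of the ribosomal protein S4 family, was lower at all 3 ages, by -0.89 ± 0.08, -1.13 ± 0.08 and -1.17 ± 0.08. Of 1041 genes called higher at 1 or more of the older ages, 564 were called at all 3, and of 616 called lower, 86 were called at all 3. Lists drawn independently would share 1.82 and 0.112 genes in the 2 directions. The 3 comparisons use the same 6-months-old mice. In 100 simulations of unchanged groups against those mice, drawn gene by gene, limma gave 0 shared calls. A shift of many genes together in those mice was not simulated, so these simulations cannot exclude it. At an unadjusted p under 0.01 the observed overlaps were 869 and 385, against simulated means of 6.67 and 6.95 and at most 14 in either direction. With the 6-months-old mice split 2 and 2, so that 12 and 28 months were compared with different mice, 334 to 409 genes were higher at both ages in the 6 possible splits (16.9 to 23.4 for independent lists), against 698 with all 4 mice in both comparisons (46.4). The lower genes shared by 12 and 28 months dropped from 116 (7.09 for independent lists) to between 9 and 11 (0.34 to 2.41). The 86 genes became 43 and 55 without mice 11 and 09 of 6 months, 53 without the 4 mice with muscle or pancreas transcripts, 53 with cyclic loess between the arrays, 31 among genes with an interquartile range above 0.2, 34 with only 2 ages in each fit and 161 with each array centred on its median.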

There was a large overlap of genes (n=610) that had an increased expression when comparing 6 months with 12, 24 or 28 months (Figure 2C). Together, these results indicate that the expression levels of a substantial number of genes increased between 6 and 12 months, and remained increased also at higher ages.

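The 18 immunoglobulin genes, some with large early increases, had a median log2 difference of 1.51 from 6 to 12 months. From 12 to 28 months their median was -0.60 (-0.26 without mouse 09 of 28 months), and none passed. Outside this list, genes with the largest early increases differed little between 12 and 28 months. Sfrp1 differed by -0.09 ± 0.19 on the log2 scale (adjusted p = 0.841 from limma, n = 7 and 7 mice), Ms4a4d, a membrane protein gene, by -0.04 ± 0.15 (adjusted p = 0.920) and Scn7a by 0.25 ± 0.20 (adjusted p = 0.532). The 564 genes higher at all 3 older ages had median differences from 6 months of 0.90 at 12 months, 0.76 at 24 months and 0.93 at 28 months, and 20 of them passed an adjusted p of 0.05 between 12 and 28 months, each higher at 28 months. For the 86 genes lower at all 3 ages, the medians were -0.30, -0.32 and -0.29, and 3 passed between 12 and 28 months, each lower at 28 months. Both sets were chosen by their difference from 6 months in the same mice, so their medians describe them and are not a test. Taking its results together, the paper reads them as a rise of many genes between 6 and 12 months of age that lasts at higher ages.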

**Figure 2:**
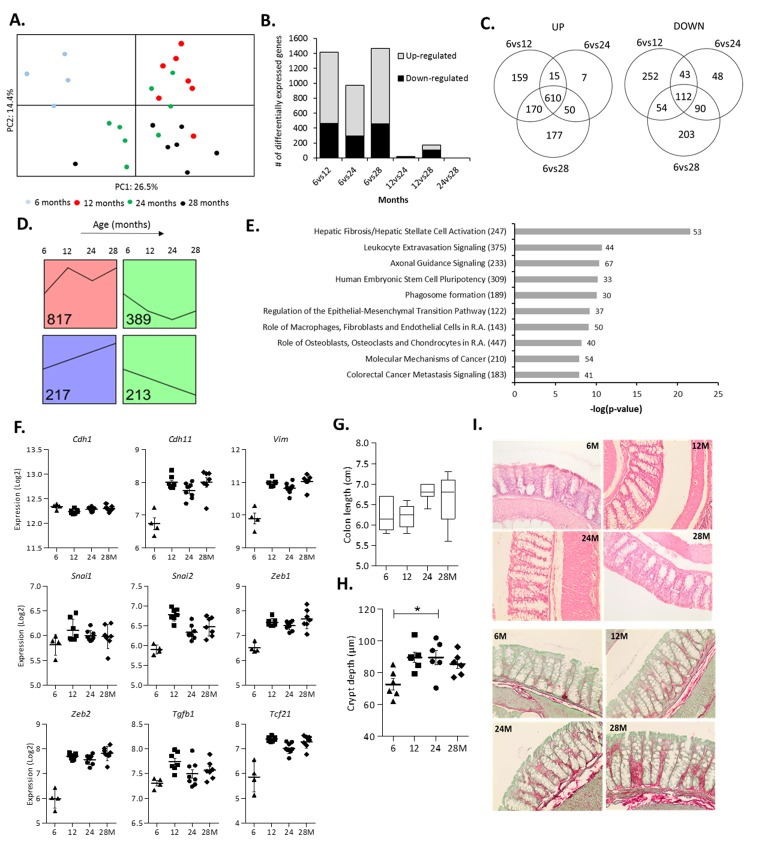
**Changes in colonic gene expression in 6, 12, 24 and 28-month-old mice.** (**A**) Principal Component Analysis (PCA) plot using the top 1,000 most variable genes showing the first 2 principal components. (**B**) The number of differentially expressed genes for all age comparisons (IBMT q<0.01). (**C**) Venn diagram showing the number of overlapping and unique differentially expressed genes between 6vs12, 6vs24 and 6vs28 months. (**D**) Each significantly differentially expressed gene (6vs12, 6vs24, 6vs28 months, q<0.01) was assigned to the model profile that most closely matched their gene expression profile, executed by STEM. The model profiles with the highest number of genes assigned to (as indicated by the number in the box) are shown. (**E**) Top 10 most significant canonical pathways between 6 and 12 months as determined by Ingenuity Pathway Analysis (R.A. = Rheumatoid Arthritis). Numbers behind bars represent the number of differentially expressed genes (IBMT q<0.01) and numbers behind the pathways represent the total number of genes. (**F**) The gene expression (Log2) of the epithelial marker E-cadherin (*Cdh1*), mesenchymal markers OB-cadherin (*Cdh11*) and Vimentin (*Vim*), transcription factors Snail Family Transcriptional Repressor 1 and 2 (*Snai1, 2*) and Zinc Finger E-Box Binding Homeobox 1 and 2 (*Zeb1, 2*), Transforming growth factor beta 1 (*Tgfb1*) and Transcription Factor 21 (*Tcf21*). (**G**) Length of the colon (cm) at sacrifice. (**H**) Depth of colonic crypts (μm) measured in H&E stained colon samples. **(I)** Representative pictures of Haematoxylin and Eosin (H&E) staining and Sirius Red/Fast Green staining of colon tissue at 6, 12, 24 and 28 months (200x magnification). Error bars reflect standard error of mean (S.E.M.). *p<0.05.

### Dominant cluster of genes similarly expressed between 6 and 12 months

Visualization of the expression profiles of the 1,990 genes that were differentially expressed in the colonic wall of 6-months-old mice and the three older age groups (Data set S2) revealed a clustering of the majority of genes in four different expression profiles (Figure 2D). 

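The genes in the study's table moved the same way in the deposited values as analysed here. The paper's table lists 1415 genes for 6 against 12 months, 975 for 24 months and 1466 for 28 months, of which 1300, 906 and 1346 could be matched by symbol to genes tested here. Of these, 1300, 906 and 1345 had the paper's direction, and 1119, 822 and 1161 passed an adjusted p of 0.01 from limma. Across genes, the log2 differences had slopes of 0.987, 0.983 and 0.985 against the paper's. Both sets of values come from the same arrays, so this compares 2 ways of processing them. The assignment to profiles by STEM was not repeated here.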

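Wnt2b, which encodes a Wnt ligand, was higher than at 6 months by 1.47 ± 0.13 on the log2 scale at 12 months, 1.24 ± 0.13 at 24 months and 1.40 ± 0.13 at 28 months (adjusted p = 9.5e-09, 1.7e-07 and 1.5e-08 from limma). Fgfr1, a receptor of fibroblast growth factors, was higher by 0.93 ± 0.12, 0.76 ± 0.11 and 1.01 ± 0.12, and Pdgfrb, a receptor on pericytes and fibroblasts, by 0.82 ± 0.09, 0.64 ± 0.09 and 0.83 ± 0.09. These genes belong to the 1 of the 4 profiles whose members the study lists. Of its 817 genes, 717 were matched to genes tested here, and the mean of each of the 717 was higher at 12 months than at 6 months. Their median difference from 6 months was 0.69 at 12 months (middle 50% of genes from 0.48 to 1.05), 0.54 at 24 months (0.35 to 0.85) and 0.72 at 28 months (0.48 to 1.10), and 612, 432 and 611 of them passed the threshold at these ages. The study chose this profile on the same mice, so its direction is not independent evidence.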

The profile in red contained by far the largest number of genes (817 genes) and showed the most prominent expression change between 6 and 12 months, remaining mostly stable afterwards (Figure 2D). 

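Other genes moved further from their 6-month level at later ages. Fabp6, which encodes a bile acid binding protein of the intestine, differed from 6 months by 0.56 ± 0.37 on the log2 scale at 12 months (adjusted p = 0.365 from limma), 1.91 ± 0.36 at 24 months (adjusted p = 0.00064) and 2.26 ± 0.37 at 28 months (adjusted p = 6.9e-05). Ido1, which encodes an enzyme of tryptophan breakdown, differed by -0.56 ± 0.16 (adjusted p = 0.0167), -1.06 ± 0.15 (adjusted p = 2.0e-05) and -1.37 ± 0.16 (adjusted p = 2.7e-07), and Cadps, a gene of vesicle exocytosis, by -0.36 ± 0.15, -1.13 ± 0.15 and -1.30 ± 0.15. The 208 genes called higher at 28 months but not at 12 months had medians of 0.29, 0.33 and 0.47 at the 3 ages, and in 116 of them the mean increased at each step after 12 months. For the 209 genes called lower at 28 months but not at 12 months, the medians were -0.18, -0.24 and -0.34, and in 150 of them the mean decreased at each step. Between 12 and 28 months themselves, 32 of the 208 rose and 68 of the 209 fell at an adjusted p under 0.05. These sets were formed by their calls and describe the same mice.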

The green profiles (602 genes in total) and the purple profile (217 genes) represent genes with decreased and increased expression levels during aging, respectively. Gene Ontology (GO) enrichment analysis of the green and purple profiles did not reveal any significant GO categories. However, analysis of the red profile revealed numerous significant GO categories that were all related to the extracellular matrix (ECM) organization and other structural development processes (Table 2). 

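Genes of the extracellular matrix rose together between 6 and 12 months. Of 45 measured genes of the structural extracellular matrix list, 39 rose, none fell and 6 did not pass (41 rose when adjusted over the list alone), with a median log2 difference of 1.03 (camera adjusted p = 8.2e-50, and adjusted p = 0.0078 with an estimated correlation). Postn, encoding periostin, a matrix protein secreted by fibroblasts, rose by 2.05 ± 0.15 (4.14-fold, adjusted p = 2.4e-10 from limma), from 8.63 ± 0.26 (SD, n = 4) to 10.68 ± 0.08 (n = 7). Bgn, encoding the proteoglycan biglycan, rose by 1.59 ± 0.13 and the laminin chain genes Lama2 and Lamb1 rose by 1.91 ± 0.16 and 1.11 ± 0.10. Of 18 fibroblast markers, 13 rose and none fell (13 when adjusted over the list alone), with a median of 0.82 (camera adjusted p = 1.1e-17), among them Dpt by 1.84 ± 0.20, Pdgfra by 1.52 ± 0.15 and the collagen gene Col1a2, which the matrix list also holds, by 1.03 ± 0.11. At 28 months, 41 matrix genes and 14 fibroblast markers were higher than at 6 months, with medians of 1.13 and 1.01. Between 12 and 28 months, 2 matrix genes rose, Fbln2 by 0.39 ± 0.09 (adjusted p = 0.015) and Col14a1 by 0.46 ± 0.11 (adjusted p = 0.019), which had adjusted p = 0.0877 and 0.0746 without the 4 mice with muscle or pancreas transcripts. Over these ages, the median of the matrix list was 0.05 (camera adjusted p = 0.027, and adjusted p = 0.688 with an estimated correlation). Of 20 colonocyte markers, 3 fell and none rose from 6 to 12 months (4 fell when adjusted over the list alone), with a median of -0.07 (camera adjusted p = 0.0063, and adjusted p = 0.194 with an estimated correlation), and of 18 goblet cell markers none passed (limma), with a median of 0.02 (camera adjusted p = 0.62).

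**Figure D1:**
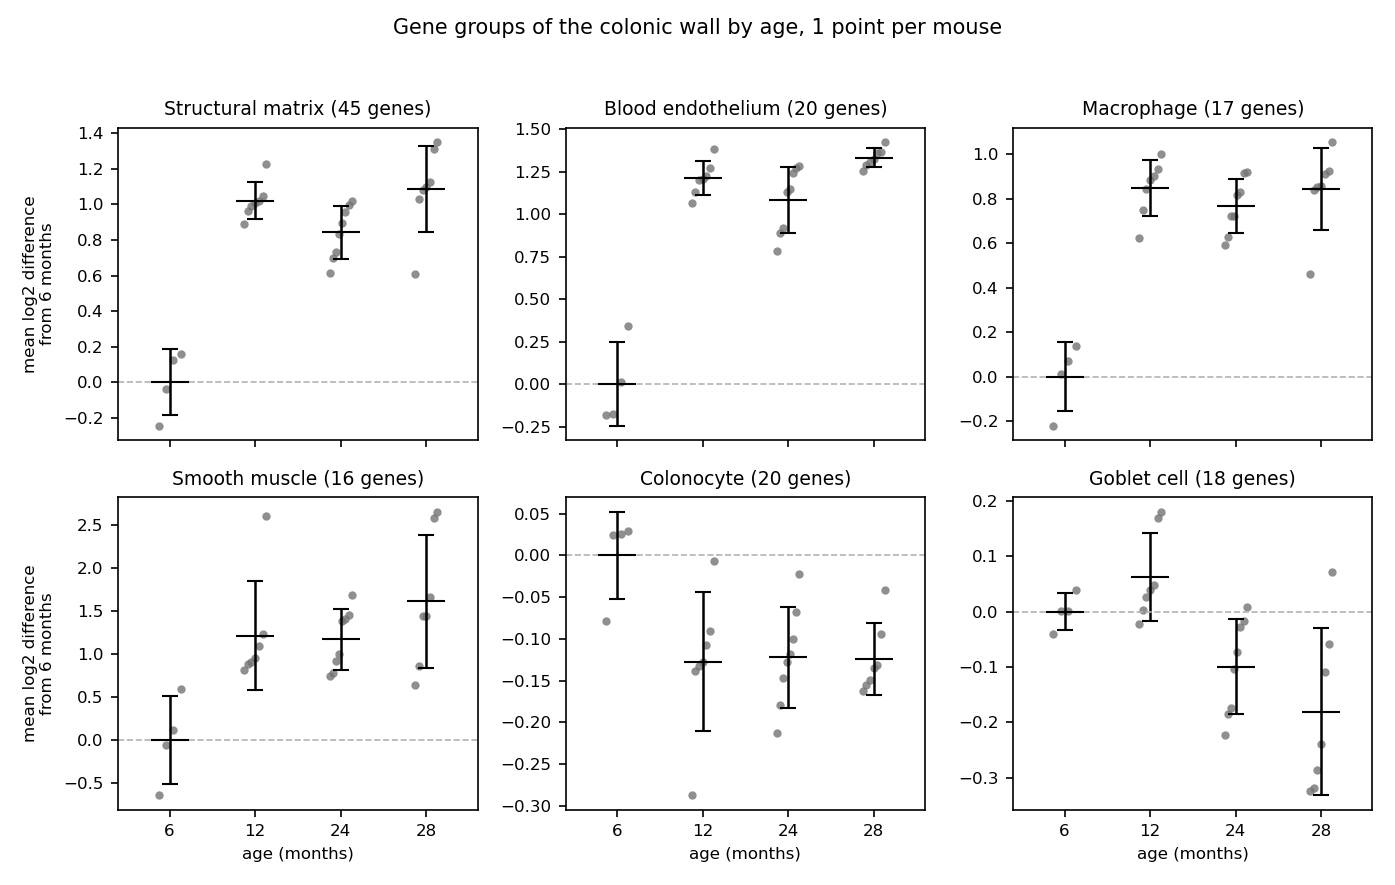
Mean log2 difference from the 6-month mean over the members of 6 gene lists (y axis, log2, scale differs between panels) in mice of 6, 12, 24 and 28 months (x axis). Each point is 1 mouse, the bar is the mean of the age group and the error bars are the SD. The structural matrix list lies at 1.02 ± 0.10 at 12 months, 0.84 ± 0.15 at 24 months and 1.09 ± 0.24 at 28 months, the blood endothelium list at 1.21 ± 0.10, 1.08 ± 0.19 and 1.33 ± 0.06, and the colonocyte list at -0.13 ± 0.08 at 12 months.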

Ingenuity Pathway Analysis (IPA) and Gene Set Enrichment Analysis (GSEA) carried out on the genes differentially expressed between 6 and 12 months confirmed that similar pathways were affected (Figure 2E and Table S2A). 

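Many enzymes and inhibitors of matrix remodelling and markers of vessels and macrophages rose as well between 6 and 12 months. Of 30 remodelling genes, 13 rose and none fell (15 rose when adjusted over the list alone), with a median log2 difference of 0.35 (camera adjusted p = 1.1e-15), including Mmp2, a matrix metalloproteinase, by 1.40 ± 0.15 and Serpinh1, a chaperone of collagen, by 1.23 ± 0.14. Of 20 markers of blood endothelium, 19 rose (20 when adjusted over the list alone), with a median of 1.15 (camera adjusted p = 3.3e-39), including Plvap, a protein of fenestrated endothelium, by 2.09 ± 0.16 (4.27-fold) and Cdh5, the cadherin of endothelial junctions, by 1.72 ± 0.13. Of 17 macrophage markers, 14 rose and none fell (15 rose when adjusted over the list alone), with a median of 0.97 (camera adjusted p = 3.7e-21), including the complement gene C1qc by 1.50 ± 0.15 (adjusted p = 2.7e-08 from limma) and Csf1r, the receptor of a macrophage growth factor, by 1.04 ± 0.11. Of 10 pericyte markers, 6 rose (7 when adjusted over the list alone), including Rgs5 by 1.99 ± 0.21, with a median of 0.68 (camera adjusted p = 3.3e-09, and adjusted p = 0.011 with an estimated correlation). Of 9 markers of lymphatic endothelium, 6 rose (6 when adjusted over the list alone), including Flt4 by 1.30 ± 0.14, with a median of 1.18 (camera adjusted p = 5.4e-10, and adjusted p = 0.0117 with an estimated correlation), while Prox1 differed by 0.08 ± 0.09 (adjusted p = 0.615). Of 16 smooth muscle genes, 7 rose (9 when adjusted over the list alone), including Hhip, a Hedgehog-binding protein, by 2.18 ± 0.17, with a median of 1.22 (camera adjusted p = 5.2e-10, and adjusted p = 0.194 with an estimated correlation). Of 15 T cell markers, Cd4 rose by 0.65 ± 0.10 (1 rose when adjusted over the list alone), with a list median of -0.13 (camera adjusted p = 0.75).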

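Among 13 transcription factors linked to the epithelial-to-mesenchymal transition, 5 had a higher expression at 12 months than at 6 months, none had a lower one and 8 did not pass (5 rose when adjusted over the list alone). The median log2 difference of the list was 0.27 (camera adjusted p = 1.8e-06, and adjusted p = 0.0078 with an estimated correlation). The increases were found in Zeb1, Zeb2, Snai2, Tcf21 and Tcf4, of which Tcf21 is also in the list of fibroblast markers. Tcf4, an E-protein, rose by 0.30 ± 0.07 (adjusted p = 0.0047 from limma). Twist1 and Twist2, which that fibroblast list also holds, differed by 0.23 ± 0.10 (adjusted p = 0.144) and 0.27 ± 0.11 (adjusted p = 0.0985). At 28 months, 5 of the 13 were higher than at 6 months.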

IPA also revealed the ‘Regulation of the Epithelial-to-Mesenchymal Transition Pathway’ as a significantly regulated pathway in the colon between 6 and 12 months of age (Figure 2E and Table S2C). To analyze this aspect in more detail we assessed the expression regulation of genes involved in the epithelial-to-mesenchymal transition (EMT) in our microarray data set (Table S2D). Remarkably, while the expression of the epithelial markers E-cadherin (*Cdh1*), Occludin (*Ocln*) and most Claudins was minimally altered, the expression levels of the mesenchymal markers OB-cadherin (*Cdh11)*, Vimentin (*Vim*), Fibronectin (*Fn1*) and Vitronectin (*Vtn*) (Figure 2F and Table S2D) were strongly increased between 6 and 12 months and remained constant afterwards. In addition, the same expression pattern was found for transcription factors associated with EMT, i.e. Snail Family Transcriptional Repressor 1 and 2 (*Snai1, 2*), Zinc Finger E-Box Binding Homeobox 1 and 2 (*Zeb1, 2*) (Figure 2F), as well as other EMT-inducers, such as Transforming growth factor beta 1 (*Tgfb1*) and Transcription Factor 21 (*Tcf21*). 

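The 4 mesenchymal markers rose in every mouse of 12 months above every mouse of 6 months. Fn1 rose by 1.52 ± 0.26 on the log2 scale (2.87-fold, adjusted p = 0.00017 from limma), from a mean of 7.46 to 8.98. Cdh11 rose by 1.26 ± 0.17 (2.39-fold, adjusted p = 5.4e-06), from 6.76 ± 0.37 (SD, n = 4) to 8.02 ± 0.20 (n = 7), Vim by 1.04 ± 0.11 (2.06-fold, adjusted p = 7.4e-08), from 9.85 ± 0.31 to 10.89 ± 0.10, and Vtn by 0.78 ± 0.10 (adjusted p = 2.3e-06), from 4.64 to 5.42. Exact permutation tests gave p = 0.00303 for each of them, the smallest that 4 and 7 mice allow (0.00886 after adjustment over 19 genes the paper names and 6 comparisons). Between 12 and 28 months these genes differed by 0.25, 0.02, 0.05 and 0.02, and none of these 4 differences passed the test. Cdh1 differed by -0.13 ± 0.03 between 6 and 12 months (adjusted p = 0.013), from 12.29 to 12.16. Ocln fell by 0.30 ± 0.08 (adjusted p = 0.0093), from 10.10 to 9.80, and lost this call without any of 18 of the 26 mice (adjusted p up to 0.0307) and with cyclic loess between the arrays (adjusted p = 0.0197). Of 20 measured claudin genes, 18 did not pass, Cldn3 fell by 0.22 ± 0.05 and Cldn5, a claudin of endothelium, rose by 0.53 ± 0.11, both named after their values were seen. Of 24 tight junction genes, 7 fell and none rose (8 fell and 1 rose when adjusted over the list alone), with a median of -0.15 (camera adjusted p = 6.9e-05, and adjusted p = 0.0187 with an estimated correlation), including Marveld3 by -0.28 ± 0.05 and Mpp5, a scaffold protein of cell polarity, by -0.24 ± 0.05, and with cyclic loess 3 fell. Of 20 genes of epithelial adhesion and keratins, 2 fell and none rose (5 fell when adjusted over the list alone), with a median of -0.07 (camera adjusted p = 0.00048, and adjusted p = 0.194 with an estimated correlation), and 1 fell with cyclic loess and 4 with each array centred on its median. The 12 genes that the paper names for this transition held 8 that rose and 1 that fell (9 and 2 when adjusted over the list alone, median 0.95, camera adjusted p = 3.9e-10, and adjusted p = 0.011 with an estimated correlation). The paper reports these 12 genes from the same mice, so this is not independent evidence.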

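Zeb2 rose by 1.66 ± 0.14 on the log2 scale between 6 and 12 months (3.16-fold, adjusted p = 2.4e-09 from limma), from a mean of 5.92 (n = 4) to 7.58 (n = 7), and Zeb1 by 0.99 ± 0.15 (adjusted p = 2.1e-05). Tcf21, a transcription factor of mesenchymal cells, rose by 1.52 ± 0.17 (adjusted p = 2.0e-07), from 5.92 to 7.44, and Snai2, a repressor of E-cadherin, by 0.91 ± 0.12 (adjusted p = 1.8e-06). In each of these 4 genes every mouse of 12 months lay above every mouse of 6 months. Tgfb1 differed by 0.42 ± 0.12 (adjusted p = 0.0149), from 7.21 to 7.63, with an exact permutation p of 0.0091 (0.0225 after adjustment), and its means at 24 and 28 months were 7.38 and 7.47. Without mouse 13 of 12 months or mouse 07 of 24 months it passed the threshold. Snai1 differed by 0.31 ± 0.12 (adjusted p = 0.092), with an exact permutation p of 0.0455 (0.0823 after adjustment), and 4 of 7 mice of 12 months lay above all mice of 6 months. From 12 to 28 months Zeb1 and Zeb2 differed by 0.13 and 0.12 and Snai2 by -0.30 ± 0.10 (adjusted p = 0.084). Snai2 differed by -0.43 ± 0.10 from 12 to 24 months (adjusted p = 0.0317) and was 0.61 ± 0.12 above its 6-month level at 28 months (adjusted p = 0.00042).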

IPA identified the transcription factor Transforming growth factor beta 1 (Tgfb1) as the strongest activated upstream regulator associated with differential gene expression between 6 and 12 months (Table S2E).

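Of 22 measured genes of TGF-beta signalling, 11 rose between 6 and 12 months and 1 fell (13 and 3 when adjusted over the list alone), with a median log2 difference of 0.43 (camera adjusted p = 5.2e-10, and adjusted p = 0.0117 with an estimated correlation). Eng, encoding the co-receptor endoglin of endothelium, rose by 1.75 ± 0.11 (adjusted p = 8.0e-11 from limma, n = 4 and 7 mice) and Tgfbr3, another co-receptor, by 1.64 ± 0.15. Bmp4, a ligand of the family, rose by 1.66 ± 0.15 and Ltbp4, which binds the latent ligand in the matrix, by 1.51 ± 0.14. The ligand genes Tgfb2 and Tgfb3 rose by 0.87 ± 0.15 and 0.63 ± 0.14, and Smad2, which carries the signal to the nucleus, fell by 0.28 ± 0.05 (adjusted p = 0.00079), 3 members named after their values were seen. The analysis of upstream regulators itself was not repeated here.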

**Table 2:** Top 5 most significant Gene Ontology (GO) categories (i.e. Biological Process, Molecular Function, Cellular Component) belonging to the red, purple and combined green profiles, as determined by STEM.

Category ID		Category Name	#Genes Category		#Genes Assigned					#Genes Expected			#Genes Enriched		p-value			Corrected p-value*	
RED PROFILE																			
GO:0031012		extracellular matrix	157		125					64.5			60.5		9.70E-25			4.30E-21	
GO:0072359		circulatory system development	229		162					94			68		4.30E-22			1.90E-18	
GO:0005578		proteinaceous extracellular matrix	129		103					53			50		1.50E-20			6.80E-17	
GO:0072358		cardiovascular system development	175		129					71.8			57.2		4.80E-20			2.20E-16	
GO:0001944		vasculature development	175		129					71.8			57.2		4.80E-20			2.20E-16	

PURPLE PROFILE																		
GO:0007416	synapse assembly			28		11		3.1			7.9			8.10E-05		0.363		
GO:0022607	cellular component assembly			307		52		33.5			18.5			3.10E-04		1		
GO:0044085	cellular component biogenesis			317		52		34.6			17.4			7.20E-04		1		
GO:0050808	synapse organization			45		12		4.9			7.1			2.30E-03		1		
GO:0031514	motile cilium			10		5		1.1			3.9			2.30E-03		1		
							
COMBINED GREEN PROFILES																		
GO:0005654		nucleoplasm		197			87		59.6			27.4		9.50E-06			0.043	
GO:0031981		nuclear lumen		253			105		76.5			28.5		3.10E-05			0.139	
GO:0070013		intracellular organelle lumen		279			114		84.4			29.6		3.10E-05			0.139	
GO:0043233		organelle lumen		279			114		84.4			29.6		3.10E-05			0.139	
GO:0044428		nuclear part		286			114		86.5			27.5		1.20E-04			0.517	

*Bonferroni correction

### Change in colon morphology during aging

To study the potential morphological consequences of the observed changes in ECM- and EMT-related genes we measured the colon length at sacrifice as well as colonic crypt depths in H&E-stained Swiss rolls. The obtained results revealed an increase in colon length during aging (Figure 2G). A marked deepening of the crypts between 6 and 12 months of age was observed, which minimally increased afterwards (Figure 2H). Furthermore, Sirius Red/Fast Green staining of the same Swiss rolls showed that the ECM protein collagen gradually increased with age (Figure 2I).

### Integrative analysis of microbiota composition and gene expression in the early phase of aging

To obtain insight into the correlations between differential gene expression during the early phase of aging and the colonic microbiota composition, an integrative analysis was performed based on data of the individual mice. The 50 genera with a relative abundance of more than 0.1% in at least one sample and the 817 genes identified by STEM (Figure 2D, red cluster) showed several strong (r<-0.80 or r>0.80) positive and negative correlations (top 25 strongest correlations shown in Figure 3). *Bifidobacterium* spp*.* was negatively correlated with 228 genes, including a cluster of EMT- and ECM-associated genes, e.g. *Cdh11*, *Fn1*, *Zeb1*, *Zeb2*, *Vim,* *Vtn* and *Fgfr1*, amongst others (Figure 3 and Data set S3). Additionally, *Turicibacter* spp*.* and an uncultured member of the *Lachnospiraceae* family were positively correlated with a large number of genes, including Platelet Derived Growth Factor Receptor Beta (*Pdgfrb*), Wnt Family Member 2B (*Wnt2b*) and Gremlin 2 (*Grem2*), amongst others. Together, these results might imply the potential role of gut microbiota in the regulation of ECM (re)organization and EMT, or vice versa.

**Figure 3:**
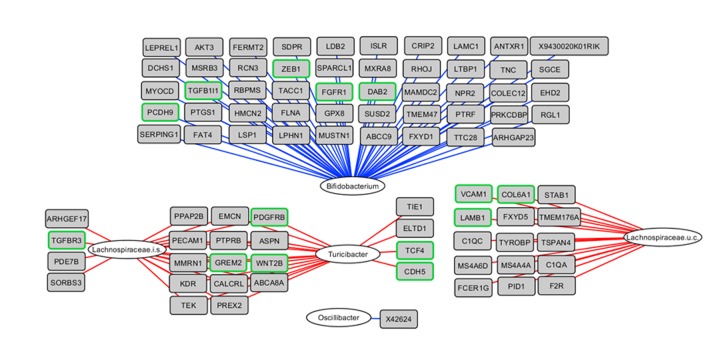
**Integrative analysis of colonic microbiota composition and gene expression in the early phase of aging.** The 817 up-regulated genes as determined by STEM were correlated with the 50 genera with a relative abundance ≥0.1% in at least 1 sample, including the mice aged 6 and 12 months. Relevance network showing the genera (white circles) and genes (grey rectangles) that were correlated (r<-0.80 or r>0.80). Red lines represent positive correlations, blue lines represent negative correlations. Regarding the negative correlations, only the top 50 strongest negative correlations are shown for visualization purposes. Genes with green frames are involved in EMT and/or ECM-related processes. i.s.=incertae sedis; u.c.: uncultured.

### Aging-specific changes in colonic gene expression between 12 and 28 months

Next, we investigated alterations in gene expression during the later phase of the aging process by analyzing the changes between 12 and 28 months of age. Since the number of differentially expressed genes (n=170, q<0.01) was too low to perform a functional analysis, a less stringent IBMT p-value<0.01 was applied to include genes displaying more subtle expression changes, resulting in 1,371 significantly differentially expressed genes (Figure 4A). 

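Fewer genes passed the test between 12 and 28 months than in each comparison of an older age with 6 months. At an adjusted p under 0.01 from limma, 54 genes rose and 80 fell (134 in all), against 1182 between 6 and 12 months, where fewer mice were compared. In 4 of the 134 the change was more than 2-fold: Fabp6 and Creb3l3 rose, and Ang4 and Retnlb fell. At an adjusted p under 0.05, 251 rose and 314 fell, and at an unadjusted p under 0.01, 639 rose and 740 fell (1379 in all). Of the 1371 genes in the paper's table, 1242 were matched here, 1241 of them with the paper's direction, and 1156 had an unadjusted p under 0.01. The 134 genes became 87 without mouse 03 of 12 months, 67 among genes with an interquartile range above 0.2, 47 with only these 2 ages in the fit and 57 without the 4 mice with muscle or pancreas transcripts.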

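Fabp6 and several other genes of bile acid, sterol and lipid handling rose between 12 and 28 months, some of them back to their 6-month level. Fabp6 rose by 1.70 ± 0.32 on the log2 scale (3.24-fold, adjusted p = 0.0028 from limma), from 7.76 ± 0.72 (SD, n = 7) to 9.46 ± 0.67 (n = 7), and 6 of 7 mice of 28 months lay above all mice of 12 months. Creb3l3, a transcription factor of lipid metabolism in liver and small intestine, rose by 1.07 ± 0.18 (2.11-fold, adjusted p = 0.00097), and Abcg5 and Abcg8, which together export sterols into the lumen, by 0.81 ± 0.14 (adjusted p = 0.0012) and 0.74 ± 0.14 (adjusted p = 0.0034). At 28 months, Abcg5 and Abcg8 differed from 6 months by -0.03 ± 0.16 (adjusted p = 0.929) and 0.16 ± 0.17 (adjusted p = 0.587), and Creb3l3 by 0.82 ± 0.21 (adjusted p = 0.0076). Npc1l1, the cholesterol importer, differed by 0.74 ± 0.22 (adjusted p = 0.0608), and Cyp2c67, a cytochrome P450, by 0.79 ± 0.25 (adjusted p = 0.0726). Of 30 genes of the small-intestinal enterocyte and of bile acid or sterol transport, 9 rose, none fell and 21 did not pass (11 rose when adjusted over the list alone), with a median of 0.21 (camera adjusted p = 3.3e-07, and adjusted p = 0.203 with an estimated correlation). From 6 to 12 months 22 of the 30 had a lower mean, with a median of -0.14 (camera adjusted p = 0.0573), and from 6 to 28 months the median was 0.12 (camera adjusted p = 0.135). The median was 0.08 with 8 increases without mouse 09 of 28 months, the mouse with pancreas transcripts, and 0.09 with 5 increases without all 4 mice with muscle or pancreas transcripts. This list holds Fabp6 and Abcg5, which the paper reports from the same mice, so its result is not independent evidence. The protocadherins Pcdhb16 and Pcdhb18, adhesion proteins best known from neurons, rose by 0.89 ± 0.11 (adjusted p = 4.4e-05) and 0.86 ± 0.08 (adjusted p = 1.7e-06), and the small nucleolar RNAs Snora44 and Snora73b by 0.91 ± 0.21 and 0.70 ± 0.11. The increases of 1700057G04Rik (1.22 ± 0.28, adjusted p = 0.015), Gal3st2c (0.81 ± 0.20, adjusted p = 0.025) and Abcc2, an exporter of organic anions (0.77 ± 0.19, adjusted p = 0.023), had adjusted p = 0.0683, 0.116 and 0.0812 without those 4 mice.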

The top 15 highest up- and down-regulated genes presented in Table 3 show that Fatty acid binding protein 6 (*Fabp6*) had the strongest increased expression. The top 15 down-regulated genes were dominated by immune- and inflammatory-related genes, including 8 immunoglobulin-coding genes, Angiogenin 4 (*Ang4*), regenerating islet-derived 3 beta (*Reg3b*) and Resistin like beta (*Retnlb*). 

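Ang4, an antimicrobial ribonuclease of the intestine, fell by 2.17 ± 0.41 on the log2 scale between 12 and 28 months (adjusted p = 0.0034 from limma), from 8.99 ± 0.80 (SD, n = 7) to 6.82 ± 0.87 (n = 7), and 6 of 7 mice of 28 months lay below all mice of 12 months. Retnlb, a protein secreted by goblet cells, fell by 1.37 ± 0.29 (adjusted p = 0.0091), and Reg3b, an antibacterial lectin, differed by -1.70 ± 0.61 (adjusted p = 0.115), from 11.04 ± 1.18 to 9.34 ± 1.16. Without the 4 mice with muscle or pancreas transcripts, Ang4 differed by -1.97 (adjusted p = 0.0545) and Retnlb by -1.35 (adjusted p = 0.0667). Dhrs9, a short-chain dehydrogenase, Cadps and Frmd3, a FERM domain gene, fell by 1.09 ± 0.25, 0.94 ± 0.13 and 0.88 ± 0.12. Of the 8 immunoglobulin genes that the paper's Table 3 gives as lower, Ighg3 alone has a probe set of its own here; Iglv1 and Iglv2 have only probe sets shared with other genes, which were left out, and no probe set lists the others. Of 18 measured immunoglobulin genes, Ighg3 among them, none passed (limma) over all genes or when adjusted over the list alone, and the median difference was -0.60 (camera adjusted p = 0.001, and adjusted p = 0.466 with an estimated correlation). Ighg3 differed by -0.88 ± 0.42 (adjusted p = 0.253), from 10.52 ± 0.85 to 9.64 ± 0.92, and Ighm by -0.78 ± 0.35 (adjusted p = 0.213). Of 18 B cell and plasma cell markers that are not immunoglobulin genes, Derl3, an ER degradation gene of secretory cells, fell by 0.62 ± 0.14 (adjusted p = 0.0145), 2 fell with each array centred on its median and 3 when adjusted over the list alone, with a median of -0.29 (camera adjusted p = 0.00023, and adjusted p = 0.458 with an estimated correlation). Without mouse 09 of 28 months the immunoglobulin median was -0.26 (camera adjusted p = 0.0465), and without all 4 mice the 2 medians were -0.30 (camera adjusted p = 0.0648) and -0.03 (camera adjusted p = 0.274). Of 18 goblet cell markers, Ang4, Retnlb and the mucus protein gene Clca1 fell (5 when adjusted over the list alone), with a median of -0.09 (camera adjusted p = 0.0013, and adjusted p = 0.404 with an estimated correlation), and a median of -0.01 without the 4 mice (camera adjusted p = 0.581).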

Another interesting immune-related gene displaying age-related reduced expression, but with a smaller fold change ranking them out of the top-15 list, was Indoleamine 2,3-dioxygenase 1 (*Ido1*) (Data set S4).

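Ido1 fell by 0.81 ± 0.13 on the log2 scale between 12 and 28 months (fold change -1.75, adjusted p = 0.00097 from limma). Its mean was 8.10 ± 0.09 (SD, n = 4) at 6 months, 7.54 ± 0.25 (n = 7) at 12 months, 7.04 ± 0.33 (n = 8) at 24 months and 6.73 ± 0.28 (n = 7) at 28 months, and each of the 7 mice of 28 months lay below all mice of 12 months (exact permutation p = 0.00058).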

**Figure 4:**
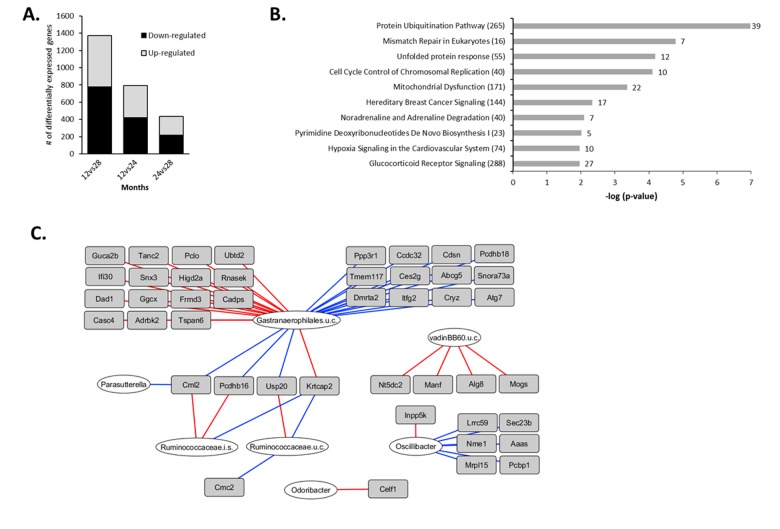
**Aging-specific changes in colonic gene expression between 12 and 28 months and integration with colonic microbiota composition.** (**A**) Number of differentially expressed genes between 12vs28, 12vs24 and 24vs28 months (IBMT p<0.01). (**B**) Top 10 most significant canonical pathways between 12 and 28 months identified by Ingenuity Pathway Analysis (IPA). Numbers behind bars represent the number of differentially expressed genes (IBMT p<0.01) and numbers behind the pathways represent the total number of genes. (**C**) Correlations between colonic microbiota composition and gene expression during aging. The 1371 genes differentially expressed between 12 and 28 months were correlated with the 50 genera with a relative abundance ≥0.1% in at least 1 sample, including the mice aged 12 and 28 months. Relevance network showing the genera (white circles) and genes (grey rectangles) that were correlated (r<-0.80 or r>0.80). Red lines represent positive correlations, blue lines represent negative correlations. For visualization purposes, only the top 25 strongest positive top 25 negative correlations are shown. i.s.=incertae sedis; u.c.: uncultured.

**Table 3:** Top 15 highest up-regulated and down-regulated genes between 12 and 28 months.

	**Top 15 up-regulated genes**	**FC**	**p-value**	**q-value**
*Fabp6*	fatty acid binding protein 6	3.29	1.59E-05	2.25E-03
*Cml2*	N-acetyltransferase 8 (GCN5-related) family member 2	2.33	4.42E-09	1.25E-05
*1700057G04Rik*	RIKEN cDNA 1700057G04 gene	2.28	2.54E-04	1.30E-02
*Creb3l3*	cAMP responsive element binding protein 3-like 3	2.14	2.62E-06	7.64E-04
*Cml5*	N-acetyltransferase 8 (GCN5-related) family member 5	1.99	1.02E-04	7.95E-03
*Cyp2c67*	cytochrome P450, family 2, subfamily c, polypeptide 67	1.89	3.83E-03	5.02E-02
*Pcdhb18*	protocadherin beta 18	1.88	5.11E-11	5.80E-07
*Snora44*	small nucleolar RNA, H/ACA box 44	1.88	1.05E-04	8.03E-03
*Pcdhb16*	protocadherin beta 16	1.86	1.38E-08	3.14E-05
*Abcg5*	ATP binding cassette subfamily G member 5	1.80	9.10E-06	1.69E-03
*Gm6086*	galactose-3-O-sulfotransferase 2C	1.79	5.69E-04	1.92E-02
*Abcc2*	ATP binding cassette subfamily C member 2	1.77	3.61E-04	1.53E-02
*Snora73b*	small nucleolar RNA, H/ACA box 73B	1.73	5.47E-06	1.29E-03
*Npc1l1*	NPC1 like intracellular cholesterol transporter 1	1.70	2.51E-03	4.11E-02
*Abcg8*	ATP binding cassette subfamily G member 8	1.70	1.90E-05	2.49E-03
				
	**Top 15 up-regulated genes**	**FC**	**p-value**	**q-value**
*Igkv8-24*	immunoglobulin kappa chain variable 8-24	-7.63	9.26E-04	2.48E-02
*Ang4*	angiogenin, ribonuclease A family, member 4	-4.79	1.93E-05	2.49E-03
*Ighg3*	immunoglobulin heavy constant gamma 3	-3.63	4.46E-04	1.68E-02
*Iglv2*	immunoglobulin lambda variable 2	-3.50	1.73E-03	3.53E-02
*Reg3b*	regenerating islet-derived 3 beta	-3.30	9.94E-03	8.25E-02
*Iglv1*	immunoglobulin lambda variable 1	-3.26	2.01E-04	1.17E-02
*Igkv3-12*	immunoglobulin kappa variable 3-12	-3.21	9.55E-03	8.04E-02
*Iglc2*	immunoglobulin lambda constant 2	-2.94	9.64E-04	2.54E-02
*Igkv4-57*	immunoglobulin kappa variable 4-57	-2.61	8.44E-04	2.32E-02
*Retnlb*	resistin like beta	-2.59	9.42E-05	7.64E-03
*Dhrs9*	dehydrogenase/reductase (SDR family) member 9	-2.17	2.22E-04	1.22E-02
*Cadps*	Ca2+-dependent secretion activator	-1.98	6.26E-08	7.37E-05
*Iglv3*	immunoglobulin lambda variable 3	-1.92	6.12E-04	1.97E-02
*Frmd3*	FERM domain containing 3	-1.83	1.36E-07	1.41E-04
*2310079G19Rik*	RIKEN cDNA 2310079G19 gene	-1.82	3.99E-04	1.59E-02

The most significantly enriched down-regulated gene sets identified by GSEA were related to DNA replication and DNA synthesis (Table S3B). In addition, IPA identified ‘Protein Ubiquitination Pathway’, ‘Mismatch Repair in Eukaryotes’ and ‘Cell Cycle Control of Chromosomal Replication’ as most significantly regulated canonical pathways during the later phase of the aging process (Figure 4B) and X-box binding protein 1 (Xbp1) as the strongest inhibited upstream regulator (Table S3C). 

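Genes of DNA replication had lower means at 28 than at 12 months, by small amounts. Of 47 measured members of the DNA replication list, 43 had a lower mean and 4 a higher one, with a median log2 difference of -0.22 (camera adjusted p = 1.2e-11, and adjusted p = 0.404 with an estimated correlation). None passed limma's test over all genes, and 17 fell when adjusted over the list alone. The smallest p values were those of Pole, the catalytic subunit of a replicative polymerase, which differed by -0.38 ± 0.11 (adjusted p = 0.054, n = 7 and 7 mice), and of the helicase subunit Mcm2, which differed by -0.33 ± 0.10 (adjusted p = 0.056) and fell by 0.40 without the 4 mice with muscle or pancreas transcripts (adjusted p = 0.0415). Without these mice, 31 members fell when adjusted over the list alone. Without mouse 01 of 12 months alone, Pola2, Mcm2 and Pole passed the test over all genes (adjusted p = 0.0291, 0.0303 and 0.0471 from limma). All 25 measured genes of mitosis had a lower mean, with a median of -0.27 (camera adjusted p = 1.3e-08, and adjusted p = 0.458 with an estimated correlation), none of them past the test over all genes or over the list alone, for example the proliferation marker Mki67 with -0.28 ± 0.10 (adjusted p = 0.13).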

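Some genes of protein folding in the endoplasmic reticulum fell between 12 and 28 months. Of 49 genes of the unfolded protein response and ER chaperones, 14 fell, none rose and 35 did not pass (24 fell when adjusted over the list alone), with a median log2 difference of -0.11 (camera adjusted p = 4.5e-18, and adjusted p = 0.158 with an estimated correlation). Hyou1, an ER chaperone, fell by 0.52 ± 0.08 (adjusted p = 0.00084 from limma, n = 7 and 7 mice), Creld2, a gene induced by ER stress, by 0.54 ± 0.09 and Krtcap2, of the oligosaccharyltransferase, by 0.44 ± 0.06 (adjusted p = 9.3e-05). Xbp1 itself differed by -0.09 ± 0.05 (adjusted p = 0.302), from 11.70 to 11.61, after a rise of 0.21 ± 0.06 from 6 to 12 months (adjusted p = 0.0099). The paper names Xbp1 as an inhibited upstream regulator, which its transcript level does not test. Markers of B cells and plasma cells, which secrete antibodies, moved the same way as this list: 18 of 18 had a lower mean at 28 than at 12 months (camera adjusted p = 0.458 with an estimated correlation), and Derl3 belongs to both lists. Of 28 cytosolic chaperones, 6 fell and none rose (10 fell and 1 rose when adjusted over the list alone), with a median of -0.08 (camera adjusted p = 4.0e-06, and adjusted p = 0.417 with an estimated correlation), including Hsph1 by -0.76 ± 0.14 and Hsp90aa1 by -0.42 ± 0.07. Of 46 proteasome genes, 6 fell and none rose (14 fell when adjusted over the list alone), with a median of -0.09 (camera adjusted p = 5.4e-08, and adjusted p = 0.404 with an estimated correlation), including the core subunit gene Psmb2 by -0.29 ± 0.04 (adjusted p = 0.00022). The list of 36 ubiquitin-specific peptidases, which remove ubiquitin, held 3 that rose and none that fell (5 rose when adjusted over the list alone), with a median of 0.01 (camera adjusted p = 0.024, and adjusted p = 0.404 with an estimated correlation). It lost its call without mouse 01 of 12 months (adjusted p = 0.0799) and without mouse 19 of 28 months, and had adjusted p = 0.0888 without the 4 mice with muscle or pancreas transcripts and 0.0553 with cyclic loess between the arrays. Without these 4 mice, 8 genes of the ER list, 5 cytosolic chaperones (median -0.15) and 3 proteasome genes fell. Usp3 rose by 0.19 ± 0.04 and Usp20 differed by 0.16 ± 0.05 (adjusted p = 0.0502), with an exact permutation p of 0.0012 (0.0089 after adjustment over 19 genes and 6 comparisons), and passed limma's test with cyclic loess (adjusted p = 0.0442). Of 16 mismatch repair genes, Exo1, an exonuclease, fell by 0.36 ± 0.10 (adjusted p = 0.0491, adjusted p = 0.132 without the 4 mice and 0.0585 with cyclic loess), 6 fell when adjusted over the list alone, and the median was -0.17 (camera adjusted p = 0.00057, and adjusted p = 0.404 with an estimated correlation). Exo1 also lost its call without any of 19 of the 26 mice (adjusted p up to 0.107). The proteasome and mismatch repair lists were weakest without mouse 11 of 12 months (camera adjusted p = 4.7e-05 and 0.0052 at the preset correlation). That mouse had the highest mean of the proteasome list at its age, 0.18 above the 6-month mean, against 0.04 in the next mouse. Taking these results together, the paper states that expression profiles of the later phase point to a weaker antimicrobial defence, a changed protein degradation response and faults of DNA repair.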

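Of 38 measured genes of antimicrobial defence, 3 fell and 1 rose between 12 and 28 months and 34 did not pass (5 fell and 1 rose when adjusted over the list alone), with a median log2 difference of -0.06 (camera adjusted p = 0.018, and adjusted p = 0.417 with an estimated correlation). The 3 that fell were Ang4, Retnlb and Ido1, which the paper names from the same mice, so these falls are not independent evidence. Tlr1, a receptor for bacterial lipoproteins, rose by 0.17 ± 0.04 (adjusted p = 0.027 from limma, n = 7 and 7 mice), and had adjusted p = 0.155 without the 4 mice with muscle or pancreas transcripts. Without these mice, 1 gene of the list fell (8 fell and 1 rose when adjusted over the list alone), with a median of -0.11. Nlrp6, an inflammasome sensor, differed by -0.13 ± 0.04 (adjusted p = 0.0738), a member named to show what did not pass.

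**Figure D2:**
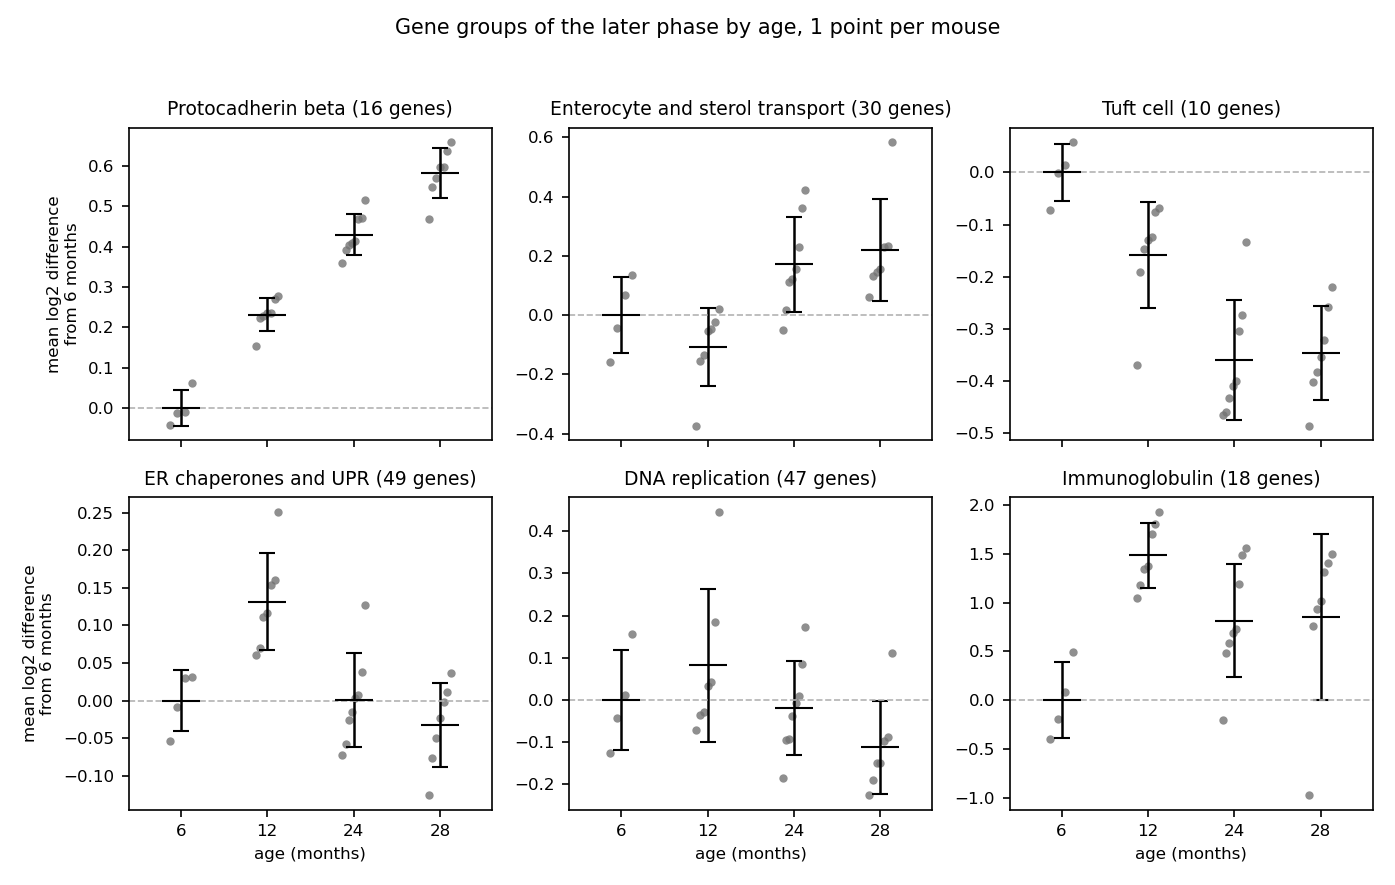
Mean log2 difference from the 6-month mean over the members of 6 gene lists (y axis, log2, scale differs between panels) in mice of 6, 12, 24 and 28 months (x axis). Each point is 1 mouse, the bar is the mean of the age group and the error bars are the SD. The protocadherin beta list lies at 0.23 ± 0.04, 0.43 ± 0.05 and 0.58 ± 0.06 at 12, 24 and 28 months, the ER chaperone list at 0.13 ± 0.06, 0.00 ± 0.06 and -0.03 ± 0.06, and the immunoglobulin list ranges from -0.97 to 1.50 among the mice of 28 months.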

Taken together, these results indicate that during the later phase of aging (between 12 and 28 months), gene expression profiles pointed towards a diminished antimicrobial defense, an altered protein degradation response and aberrations in DNA repair mechanisms.

### Integrative analysis of microbiota composition and gene expression in the later phase of aging

A second integrative analysis was carried out to investigate the correlation between gene expression and colonic microbiota composition during the late phase of life. For that purpose, the data of the 50 genera with a relative abundance of more than 0.1% in at least one sample and the 1,371 genes that were differentially expressed between 12 and 28 months (IBMT p<0.01) for each individual mouse were integrated. The highest number of most pronounced correlations (r<-0.80 or r>0.80) was found for an uncultured member of *Gastranaerophilales* spp. (Figure 4C). *Pcdhb16, Pcdhb18* and *Abcg5,* all in the top 15 of strongest up-regulated genes (Table 3), as well as Ubiquitin Specific Peptidase 20 (*Usp20*), were negatively correlated with the relative abundance of this uncultured member. Interestingly, strong positive correlations (R≥0.75) were found for the uncultured member of *Gastranaerophilales* spp. with the down-regulated immune-related genes *Ang4*, *Retnlb* and *Ido1* (Data set S5).

### Markers of gut permeability increased during aging

To determine whether there were changes in markers of gut permeability, concentrations of lipopolysaccharide-binding protein (LBP), a marker for bacterial endotoxins, were assessed in plasma of mice aged 6, 12, 24 and 28 months. LBP concentrations were significantly higher (p<0.05) in plasma from mice aged 28 months compared to 6-months-old mice (Figure 5A). Besides, the microarray data of the colonic wall revealed increased expression levels of the *Lbp* gene during aging (Figure 5B). 

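Lbp had a mean of 5.88 ± 0.29 (SD, n = 4) at 6 months and 6.62 ± 0.64 (n = 7) at 28 months in the colonic wall, and 6 of 7 mice of 28 months lay above all mice of 6 months. The log2 difference was 0.74 ± 0.38 (adjusted p = 0.22 from limma), with an exact permutation p of 0.0303 (0.0640 after adjustment over 19 genes and 6 comparisons). It was 0.67 at 12 months (adjusted p = 0.27, exact permutation p = 0.0152, 0.0360 after adjustment) and 0.95 at 24 months (adjusted p = 0.11, exact permutation p = 0.0566). Between 12 and 28 months Lbp differed by 0.07 ± 0.32 (adjusted p = 0.94). Mouse 09 of 24 months and mouse 03 of 28 months had the highest values, 8.90 and 8.03.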

LBP is also synthesized as an acute-phase protein in the liver and therefore we assessed expression levels of *Lbp* in liver tissue, which were increased during aging (Figure 5C). Interestingly, although we found increased plasma markers of gut permeability at higher age, there was no collective increase in expression of tight junction genes (Data set S2).

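Between 6 and 28 months, 3 of 24 tight junction genes fell, 1 rose and 20 did not pass (4 fell and 1 rose when adjusted over the list alone), and 21 of the 24 means were lower at 28 months. The median log2 difference was -0.11 (camera adjusted p = 0.0022, and adjusted p = 0.0748 with an estimated correlation). Cldn1, a claudin of the epithelial barrier, rose by 0.78 ± 0.17 (adjusted p = 0.0022 from limma, n = 4 and 7 mice). Mpp5 fell by 0.22 ± 0.05 (adjusted p = 0.0041), Marveld2, a protein of tricellular junctions, by 0.24 ± 0.06 (adjusted p = 0.0064) and Cldn3 by 0.21 ± 0.05 (adjusted p = 0.0095). These 4 calls were lost when single mice were left out, that of Cldn1 without mouse 11 of 6 months, and with cyclic loess between the arrays none of the 24 fell while 1 rose. Between 12 and 28 months none of the 24 passed limma's test, and their median was 0.02 (camera adjusted p = 0.17).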

**Figure 5:**
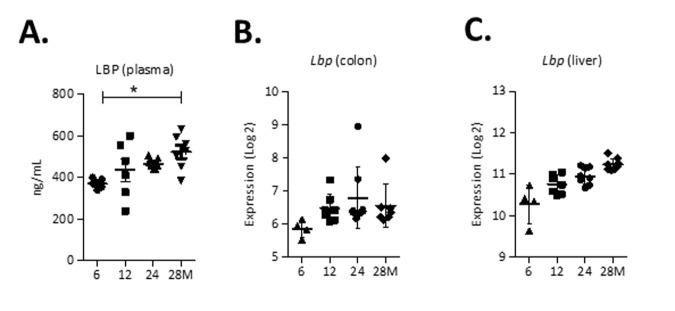
**Markers of gut permeability during aging.** (**A**) Concentrations of Lipopolysaccharide-binding protein (LBP) (ng/ml) in plasma. (**B**) Expression (Log2) of *Lbp* in the colon and (**C**) liver. *p<0.05.

## DISCUSSION

In the present study, we report that aging is associated with pronounced changes in gut microbiota composition and colonic gene expression. In agreement with the current literature, we found an increase in potential pathobionts and a decrease in health-promoting bacteria during aging, which could potentially contribute to the development of age-related pathologies [12,22]. In contrast to the mild effects of aging on colonic gene expression that we found several years ago [23], we now report much stronger effects, probably because we included older mice (28 months instead of 21 months of age). Moreover, by applying an integrative approach, we show that several bacterial genera strongly correlated with colonic gene expression, providing evidence for potential host-microbe interactions.

A unique feature of this study resides in the collection of fresh faeces at consecutive time points, allowing the observation of changes in microbiota composition during the life course in the same mouse. Because environmental circumstances were strictly controlled, a broad range of external factors could be disregarded, allowing us to focus primarily on aging-related changes. However, a limitation of the C57BL/6J mouse model in aging research is the increased vulnerability to premature hearing loss, impaired glucose tolerance and tumor formation, amongst others [24]. Besides, it should be taken into account that differences exist in gut microbiota composition between mice and humans, mainly because of differences in size of the intestinal tract, metabolic rate and diet [25].

We found a strong increased relative abundance of *Desulfovibrio* spp*.* and *Bilophila* spp., two closely related genera that produce the potentially toxic compound hydrogen sulfide [26]. It was previously shown that the relative abundance of *Desulfovibrio* spp. was increased in elderly humans compared to younger subjects [14]. Furthermore, increased abundance of both *Bilophila* spp. and *Desulfovibrio* spp. has been associated with mucosal inflammation [26,27], highlighting the presumable negative physiological consequences of an enrichment of these genera in the aged population. The increased relative abundance of these members of the gram-negative *Proteobacteria* could explain the significantly elevated plasma LBP levels at 28 months. LBP is an acute-phase protein that binds to LPS, resulting in an innate immune response [28]. We suggest that the shift in gut microbiota composition during aging eventually caused a diminished intestinal barrier function that favored the translocation of LPS into the systemic circulation. We also found a higher relative abundance of *Odoribacter* spp*.* and *Turicibacter* spp*.* at higher age. These genera may be involved in colon tumorigenesis, since they were previously found to be enriched in tumor-bearing mice [29]. Additionally, *Odoribacter* spp*.* was recently found to have a higher relative abundance in old compared to young mice [30]. *Turicibacter* spp. was less abundant in humans with Alzheimer Disease compared to non-demented participants [31].

We found that the relative abundance of *Akkermansia* spp*.*, *Bifidobacterium* spp*.* and *Lactobacillus* spp*.* decreased at middle-age, i.e. 8 months. Each of these genera has one or more health-promoting properties, such as the production of SCFAs, enforcement of the mucus layer and stimulation of the immune system [32–34]. Previous studies reported a loss of these health-associated genera in aged mice and humans [35,36], but our findings implicate that in mice, these genera disappear already at middle-age. It is important to note that *Akkermansia* spp*.* was shown to be negatively correlated with adiposity [37]. Accordingly, the observed decrease in relative abundance of this genus could be related to an increase in bodyweight with age. *Coprococcus* spp*., Roseburia* spp. and *Christensenellaceae* spp*.*, all described as producers of the health-promoting butyrate [38,39], had increased relative abundances in old mice compared to young mice in our study. This runs contrary to human studies in which these genera have shown lower relative abundance [14,40] and that elderly persons had a gut microbiota composition reflecting a lower butyrate production capacity [41]. However, *Christensenellaceae* spp*.* as well as *Akkermansia* spp. were detected in faeces of centenarians, i.e. people over 100 years of age [13,14], implicating that these genera could be linked to an extreme life span. Although the oldest mice in our study could not be considered as representative for centenarians, their age was extremely high for mice [42], possibly explaining the presence of this genus. We found relatively low concentrations of intraluminal butyrate and other SCFAs, which is possibly the consequence of the low fiber semisynthetic diets that we used.

An uncultured *Coriobacteriaceae* spp*.* followed a strong decreasing pattern during aging. The *Coriobacteriaceae* family is a commensal community in the gut and some members play a role in several metabolic processes, such as bile acid metabolism [43]. We did not find a strong correlation between the uncultured *Coriobacteriaceae* spp*.* with the level of the unspecified bile acid, but strong negative correlations were found with both fumarate and methanol. The relative abundance of *Parasutterella* spp*.*, which decreased strongly during aging in our study, was also found to be significantly reduced in patients with colorectal cancer [44], but has not been reported in relation to aging yet. We found that this genus was positively correlated with fumarate and negatively correlated with methanol. Since both the uncultured *Coriobacteriaceae* spp*.* and *Parasutterella* spp*.* showed strong decreasing abundances during aging and were correlated with various metabolites, it would be worthwhile to further investigate the role of these genera and metabolites in the aging process. A recent study discovered that the bacterial metabolite colanic acid promoted longevity in the host *Caenorhabditis elegans* [45], emphasizing the importance of further studies to focus on the mediating role of bacterial metabolites during aging.

In this study, we collected both faecal and colonic samples, allowing us to investigate the similarity in microbiota composition of both sample sources. Although age predominantly contributed to the variation in gut microbiota composition, we did observe subtle dissimilarities in relative abundances between sample sources. The most notable difference was the higher relative abundance of the *Actinobacteria* phylum in fresh faeces compared to colonic luminal content of young mice. A possible explanation for these dissimilarities is the fact that, in contrast to the colonic luminal content, fresh faeces passed the complete colon and may have been affected by various factors known to influence microbiota composition, such as oxygen levels and pH-values [16]. The reliability of the use of stool samples for assessment of microbiota composition in human studies is currently under debate. However, the subtle differences detected between sample sources in the present study do not directly demand for a switch in using the relatively non-invasive stool samples to colonic content isolates in aging studies.

Remarkably, both the highly abundant *Akkermansia* spp*.* and *Desulfovibrio* spp*.* displayed a strong age-related decrease or increase, respectively, but did not show strong correlations with colonic gene expression. On the other hand, *Bifidobacterium* spp*.* was negatively correlated with a considerable number of genes related to ECM and EMT processes. Strong positive correlations were also found for *Turicibacter* spp*.* and two uncultured *Lachnospiraceae* spp*.* with the same subgroup of genes. Interestingly, the expression of mesenchymal markers and related transcription factors was strongly increased between 6 and 12 months, while expression of epithelial markers was not or moderately affected. These findings suggest that a change in cellular composition of the tissue occurs, in terms of a gain of a mesenchymal phenotype, but without loss of the epithelial phenotype. Conceivably, the EMT was not of classical nature and the step of de-epithelialization was eliminated, a process called partial or intermediate EMT [46]. IPA identified *Tgfb1* as main upstream regulator which is a known and potent inducer of EMT during normal development, tissue repair, organ fibrosis and metastasis [47,48]. However, it is not plausible to assume that the observed EMT was pathological, since the mice remained in a in healthy condition far beyond the time point at which the EMT was induced, and death rates remained extremely low till the age of 20 months. More likely, the EMT contributed to normal development of the mice that was possibly induced by certain gut microbiota, since we hypothesize that the presence of *Bifidobacteria* spp*.* (or its metabolites, e.g. lactic acid) could weaken the expression of ECM- and EMT-related genes, or vice versa. It was previously shown that pathogens do have the ability to activate EMT-signaling pathways [49], and our results could indicate that also non-pathogens might be involved in the regulation of these pathways. Next, we hypothesize that the gain in mesenchymal markers resulted in an increased deposition of ECM [48,50], as confirmed by the collagen staining. Ultimately, these events could have led to a change in colon morphology in our study, as observed by the increase in colonic crypt depth.

By exploring the changes between 12 and 28 months, we found evidence for an altered protein degradation response, together with a potential aberration of DNA repair mechanisms in the colon during the late phase of life. These processes are common events during aging and are linked to several age-related pathologies [1]. Moreover, we observed a decreased intestinal immune response during aging, since several immunoglobulins, as well as the immunosuppressive *Ido1* gene, were strongly down-regulated. Besides, the strong down-regulation of *Ang4*, *Reg3b,* *Retnlb* and *Ido1* pointed toward a dysregulation of antimicrobial peptide expression at old age. Interestingly, *Ang4*, *Retnlb* and *Ido1* were positively correlated with an uncultured *Gastranaerophilales* spp. To the best of our knowledge, little is known about *Gastranaerophilales* spp*.*, however, genome sequencing revealed that this order is capable of converting glucose, mannose, starch, or glycogen into lactate, ethanol and formate [51]. Notably, the semi-synthetic diet fed to the mice in our study was rich in starch, possibly explaining the presence of this bacterial strain. *Usp20* was negatively correlated to the uncultured *Gastranaerophilales* spp*.*, highlighting the possible role of this bacterial strain in the observed altered protein degradation response during aging.

Taken together, this study demonstrates that aging is associated with pronounced changes in gut microbiota composition and colonic gene expression, without interference of environmental factors. A presumably deleterious shift in gut microbiota composition occurred during aging, as we found an increase in potential pathobionts and a decrease in health-promoting bacteria. However, we also reported strong changes in relatively unexplored genera, which might have health effects during the aging process. Next to the pronounced differences in gut microbiota and colonic gene expression during aging, we also found strong correlations between these two aspects of colonic health. This finding implies that host-microbe interactions might play an important role during aging and therefore the newly identified molecular interactions should be investigated more extensively in future research.

## MATERIALS AND METHODS

### Ethics statement

The institutional and national guidelines for the care and use of animals were followed and the Local Committee for Care and Use of Laboratory Animals at Wageningen University approved the experiment (code number: drs-2010151b).

### Mice and study design

In this study, 9-week old male C57BL/6J mice were housed individually and fed an ad libitum semi-synthetic (AIN-93W) diet. The study design was described previously in more detail [52]. In order to study the aging process, mice were randomly distributed into four groups that were sacrificed at 6, 12, 24 and 28 months (n=11-16 mice per group). For 4 mice in the 24-months group and 5 mice in the 28-months group, fresh faeces were consecutively collected (directly after defecation) at the age of 4, 8, 12, 18, 24 and 28 months. Bodyweight and food intake were monitored bi-weekly. During sacrifice, the colon was opened and the colonic luminal content was collected first. Then, the middle part of the colon (~1 cm) was turned inside out, rolled and embedded in paraffin (‘Swiss rolls’) for histology. From the remaining colon parts, the mucosa and submucosa were scraped for RNA isolation. The mice included in the present study were also used as control group for diet-intervention studies in the liver and colon of which the data have been reported in previous publications [21,52–54].

### Gut microbiota composition analysis

For both fresh faeces (42 samples) and colonic luminal content (40 samples) the microbiota composition was determined. The detailed methods have been described previously [21]. Briefly, DNA was isolated from faecal and colonic luminal content samples using the ZR Fecal DNA MicroPrep kit (ZYMO Research, Irvine, CA, USA) according to the manufacturer’s instructions. Lysis of the samples was performed by bead beating using ZR BashingBead™ Lysis Tubes (ZYMO Research, Irvine, CA, USA). Next, the V3-V4 region of the 16S rRNA gene was amplified. After purification of the amplicon, DNA quality was checked and a second PCR was performed using sample-specific barcoded primers (Nextera XT index kit, Illumina, San Diego, CA, USA). Purified PCR products were sent to BaseClear service laboratory (BaseClear BV, Leiden, The Netherlands) for sequencing on the MiSeq platform (Illumina, San Diego, CA, USA). The Casava pipeline (version 1.8.3, Illumina, San Diego, CA, USA) was used for de-multiplexing of the FASTQ files. After initial quality control, three fresh faeces samples were excluded for further analysis, as the coverage was below threshold (50% of the median number of reads). CLC Microbial Genomics Module version 1.2.1 (CLC Bio, Qiagen, Aarhus, Denmark) was used for further analysis of the sequencing data. FASTQ files of the fresh faeces and colonic luminal content were imported and processed simultaneously. The identified OTUs were aligned against the Silva database (version 119) at 97% similarity [55]. A number of 1,034,303 reads were detected, for which 1208 OTUs were identified. 25 of these OTUs (265 reads) were unavailable. Shannon entropy was considered as a metric for alpha-diversity and the beta-diversity was determined using Bray-Curtis distances. Principal Component Analyses and Redundancy analysis were carried out using Canoco 5 [56]. The input consisted of the 303 OTUs with a relative abundance of ≥0.1% in at least one sample. With regard to the RDA, the numbers of reads were centered and standardized using the Hellinger transformation [57]. The 16S rRNA gene data described in this study have been deposited in the sequence read archive at the NCBI with accession number SRP145060.

### Determination of metabolites in colonic luminal content

The colonic luminal content of mice aged 6 months (n=6), 24 months (n=8) and 28 months (n=8) was prepared as described previously [21] and levels of metabolites were determined using ^1^H-NMR. From the aligned spectra, integrals for SCFAs were identified. Besides, an untargeted approach was taken to identify metabolites that differed between age groups. After baseline correction, the concentrations of the metabolites were calculated by taking into account the dilution factor and number of hydrogen atoms. Correlations between concentrations of identified metabolites and the relative abundances of the 50 most abundant genera in colonic luminal content were determined using Spearman’s correlation.

### Gene expression analysis

For a number of 4 to 8 mice per age group, RNA was isolated from scrapings of the colonic wall and liver using TRIzol reagent (Invitrogen, Breda, The Netherlands). Isolated RNA was purified using RNeasy Micro columns (Qiagen, Venlo, The Netherlands) and total RNA yield (Nanodrop ND-1000, Nanodrop Products, Maarssen, The Netherlands) and RNA integrity (Agilent 2100 Bioanalyzer, Agilent Technologies, Amsterdam, The Netherlands) were measured. Only RNA was used that had a RNA integrity number (RIN) above 8.0 (Table S4). Purified RNA (100 ng per sample) was converted to cDNA and labelled using an Ambion WT expression kit (Life Technologies, Bleiswijk, The Netherlands). Microarray hybridization and analysis was performed as previously described [52]. Differences in colonic gene expression between the age groups were analyzed using the Intensity Based Moderated T statistics (IBMT), using q-values <0.01 as threshold for the comparison 6 versus 12 months and p-values <0.01 for the comparison 12 versus 28 months. Microarray data has been submitted to the Gene Expression Omnibus (GEO) at the NCBI, and is accessible under number GSE113257. The Principal Component Analysis plot was generated using MultiExperiment Viewer version 4.9.0. Ingenuity Pathway Analysis (IPA) was used for identification of canonical pathways and upstream regulators [58]. Gene Set Enrichment Analysis was performed to functionally interpret gene regulation [59]. A false discovery rate (FDR) q-value of <0.1 was considered significantly enriched. Short Time-series Expression Miner (STEM) version 1.3.11 [60] was used to identify gene expression profiles during aging, using the mean Robust Multichip Average (RMA) values as input.

### Histology

Swiss rolls of 6 mice per age group were cut in 5 micrometer sections and mounted on microscope slides (VWR Superfrost Plus Micro Slide). The sections were dewaxed multiple times with xylene, rehydrated in alcohol and stained with Haematoxylin/Eosin (H&E) or Sirius red/Fast green. Pictures of the stained sections were taken using a microscope with Olympus CellSense Entry software (Olympus Europe, Hamburg, Germany). For the H&E stained sections, the depths of the colonic crypts were measured using Olympus Cell^B software.

### Multivariate analyses for gut microbiota and gene expression

In order to integrate colonic microbiota composition and colonic gene expression, we performed multivariate analyses in R 3.3.1 using the MixOmics package [61]. Partial Least Squares (PLS) regression in the canonical mode was used to determine the bi-directional relationship between the two datasets. We used data from individual mice for whom both gene expression as well as the microbiota composition from colonic luminal content were available. For the MixOmics analysis early during aging (i.e. between 6 and 12 months of age), a number of 11 mice were included (6 months: n=4; 12 months: n=7). A number of 14 mice were included for the analysis using the genes differentially expressed between 12 and 28 months (p<0.01) (12 months: n=7; 28 months: n=7). The genera with a relative abundance of ≥0.1% in at least 1 sample were included, resulting in a number of 50 genera. First, the sequencing reads of the genera were transformed and zeros were imputed based on the centered log ratio (clr) using the aldex2 package with 1024 Monte Carlo permutations [62]. Gene expression data were included after transformation into log2 RMA intensities. Relevance networks with the strongest positive and negative correlations (R<-0.8 or R>0.8) were visualized using Cytoscape [63].

### Plasma measurements

Plasma levels of LBP were determined using the LBP ELISA Kit Mouse (kit OKBB00573, Aviva Systems Biology, San Diego, USA), following the manufacturer’s protocol. Plasma samples were diluted 100 times. Plasma levels of insulin were determined using the Mouse Adipokine kit (MADKMAG-71K, Merck Millipore, Darmstadt, Germany), according to the manufacturer’s protocol.

### Statistical analyses

Statistical analyses were, unless stated otherwise, carried out using GraphPad Prism 5.04 (GraphPad Software, San Diego, California, USA). The Kolmogorov-Smirnov test was used to test if data were normally distributed. In case of normal distribution, one-way analysis of variance (ANOVA) in combination with Tukey’s multiple comparisons test was used to test for differences between ages. In case the data were not normally distributed, the non-parametric Kruskal-Wallis one-way analysis of variance following a Dunn’s post hoc test and a Mann-Whitney test were used for independent samples. A Friedman test or Wilcoxon Signed Rank test were used in case samples were dependent. The Bonferroni or Benjamini-Hochberg approach were used to adjust for multiple testing, if appropriate. For all statistical tests, unless stated otherwise, a p-value of p<0.05 was considered as statistically significant.

## Supplementary Material

Supplementary Figures

Supplementary Tables

Data Set S1

Data Set S2

Data Set S3

Data Set S4

Data Set S5

How the deposited data were processed for this re-analysis (not part of the article)

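Colonic scrapings of mucosa and submucosa from male C57BL/6J mice of 6, 12, 24 and 28 months on a control diet were analysed, with 4, 7, 8 and 7 mice and 1 array per mouse. Age groups come from the submitters' labels. The arrays of 6 and 28 months are also part of another series, so 6 against 28 and 12 against 24 months compare arrays of the same set. The values are log2 intensities per transcript cluster as deposited by the authors, whose processing notes name RMA (background correction, normalization between arrays, summary of the probes). No array was normalized again for the values at the claims. Values ran from 1.66 to 14.2, the medians of the arrays from 6.27 to 6.33, and the lowest correlation between 2 arrays was 0.984.

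Probe sets with 1 gene symbol (21218) were used, and those with several symbols (1881) or none (12457) were left out. For the 1386 genes with more than 1 probe set, the probe set with the highest mean was taken. Genes with an intensity above 20 on at least 4 arrays were kept (16182 of 18820). Each gene was fitted with limma (version 3.58.1 in R 4.3.3) with a mean per age, contrasts between ages and eBayes with an intensity trend, and p values were adjusted by Benjamini-Hochberg over all tested genes of a comparison. The 6 pairs of ages were compared. Exact permutation tests covered the principal components and 19 genes that the paper names, the latter adjusted over the genes and the 6 comparisons. Ighg3 was tested in this way apart from those 19 genes, without adjustment. Principal components were computed on the 1000 genes of highest variance, centred per gene.

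Gene lists were tested with camera at a preset correlation of 0.01, with the correlation estimated from the arrays, and with fry, over the 47 lists with at least 5 measured members. In 100 sets of arrays without age differences, added after the values were seen, the deviations from the age means were shuffled over the mice, and camera at the preset correlation then called at least 1 list between 6 and 12 months in 99 sets (highest 23 lists) and between 12 and 28 months in 100 (highest 28), against 0 and 1 sets with an estimated correlation, so that its p values at the preset correlation are too small in these data. The list of red blood cell genes had 2 measured members and was not tested. In the list of immunoglobulin genes, which was formed by name, Ighmbp2 was taken out because it encodes a helicase, a change made after the data were seen. A count adjusted over the list alone uses the same threshold on p values adjusted over the members of that list. Marker lists give the level of transcripts and not the number of cells. Genes were named by a rule: those the paper names, the 10 largest increases and decreases between 6 and 12, 6 and 28 and 12 and 28 months with immunoglobulin genes apart, and up to 4 members of each list with the smallest p. Values in the paper's Table 3 and in its Data sets S2 and S4 had been seen in part when the rule was written. Genes of the paper with no probe set of their own are not reported.

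The overlap of genes between ages was compared with independent lists, with 100 simulations of unchanged groups that share the 6-months-old mice, and with fits in which these mice were split between comparisons. The simulations drew each gene by itself, without correlation between genes. The steps were tested on simulated data, in which 50 genes were changed by each of several amounts. At a log2 of 0.5 and an adjusted p under 0.01, between 72% and 96% of them were found in the 6 comparisons, and at most 2 of the other genes were called in any of them. Alternatives were other variance models, filters, scalings and summaries of probe sets, other list tests, other numbers of genes for the components, mouse number as a block, and leaving out each mouse. Leaving out the 4 mice with muscle or pancreas transcripts and the other probe sets of Ighg3 were added after the values were seen. Pathway and upstream regulator software, the clustering by STEM, the microbiota, the histology, the plasma and the liver measurements are not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.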

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

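The groups and lists searched for a mouse far from the others, the choice of lists that the paper does not test as such, the test on markers above an intensity of 64, the expected values at given stromal shares, the levels asked of small-intestinal genes, the count of posterior Hox genes in each direction, the tests without 2 mice of 12 months and, except for immunoglobulin genes at 12 months, without any 1 mouse, and the shuffled arrays below were chosen after the values were seen.

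In 224 groups of 4 to 8 mice, 21 values, of 9 different mice, lay far from the others by Dixon's test, and chance marks about 1 in 20 groups. Mouse 09 of 28 months was found 8 times: low for Cdh11 (7.23), Vim (10.6), Wnt2b (6.80) and Ighg3 (7.72), low for the matrix list (0.61 above the 6-month mean) and the immunoglobulin list (-0.97), and high for the exocrine pancreas list (1.75) and the small-intestinal list (0.58). Mouse 09 of 24 months was high for Xbp1 (11.9), Lbp (8.90), Dhrs9 (8.82) and the proteasome list (0.13), and mouse 01 of 12 months for Fn1 (10.0) and the smooth muscle list (2.61). Single values far from the others were those of Pdgfrb in mouse 11 of 6 months (7.83), Lbp in mouse 03 of 28 months (8.03), Snora73b in mouse 21 of 28 months (10.8), Ang4 in mouse 19 of 28 months (8.75), the exocrine pancreas list in mouse 07 of 12 months (0.19), the DNA replication list in mouse 03 of 28 months (0.11) and the proteasome list in mouse 11 of 12 months (0.18).

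Camera at the preset correlation called 10 lists in opposite directions from 6 to 12 and from 12 to 28 months (adjusted p under 0.05 in both): DNA replication, the unfolded protein response, cytosolic chaperones, the mitochondrial ribosome, B cell and plasma cell markers, MHC class II and both immunoglobulin lists were called as higher and then lower, and the interferon response and adipocyte genes as lower and then higher. Both changes share the 12-month mice, so a shift of that group alone gives this, and arrays without age differences gave a median of 4 such lists, up to 19, and 10 or more in 11 of 100 sets, so chance is not excluded. With an estimated correlation none of the 10 was called in either comparison (lowest adjusted p = 0.147). Cell type and gene family lists that the paper does not test as such, although it names 2 protocadherins and categories of vessel development, and that differ between ages with an estimated correlation were, each in its comparison of smallest adjusted p, blood endothelium (6 against 28 months, adjusted p = 0.00254), fibroblast (6 against 28 months, adjusted p = 0.00315), pericyte (6 against 28 months, adjusted p = 0.00554), macrophage (6 against 12 months, adjusted p = 0.00781), protocadherin beta (6 against 28 months, adjusted p = 1.20e-05) and, short of 0.01, lymphatic endothelium (6 against 12 months, adjusted p = 0.0117).

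Matrix, vessel and macrophage genes are higher at 12 months than at 6 months, and the tables argue against any single mouse as the cause, since the matrix list kept at least 0.946 of its median difference without it. They argue against the set of arrays as the cause, since the median rise of the matrix list at 28 months, within the same set as 6 months, was 1.10 times that at 12 months (95% interval 0.968 to 1.33), and against a scraping richer in every other cell type alike, since the medians of the smooth muscle and enteric neuron lists lay 1.22 apart (0.837 to 1.67), although only 4 neuron and 2 glia markers exceeded an intensity of 64 (the mean 6-month level was 5.86 for neuron and 5.79 for blood endothelium markers, which rose). They argue against dilution of the epithelium alone as the cause of the whole pattern in the same way, since over markers above an intensity of 64 the medians of smooth muscle (11 genes) and enteric neuron (4 genes) lay 1.29 apart (0.831 to 1.72), and the T cell list had a median of -0.13. The median of 57 epithelial genes, -0.0586 (-0.0829 to -0.0242), met the bound set for excluding dilution but decides nothing by itself, since a stroma that rises 2.04-fold gives an expected log2 difference of -0.0309, -0.0810, -0.177 or -0.433 at a stromal share of 2%, 5%, 10% or 20%, of which the last 2 lie outside the interval and the first 2 within it, and the share was not measured. The intervals here are over the genes of the lists and do not cover the spread between mice. A change of the stromal cells that rose, in the tissue with age or in what the scraping took, stays open, as untested.

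Some genes of small-intestinal enterocytes are higher at 28 than at 12 months. A single mouse is in line with part of this, since the list's median difference kept 0.368 of its size without mouse 09 of 28 months, the mouse with pancreas transcripts, while 8 genes still passed. A more proximal part of the colon cannot be told apart: the posterior Hox list had a median of 0.0468 (95% interval -0.0679 to 0.126), which met the bound set for excluding it, but this median decides nothing, since of its 13 genes, 9 of which exceeded an intensity of 64 at 12 months, 7 were higher and 6 lower at 28 months (-0.27 to 0.45). Ileal tissue or content cannot be told apart from a change in the colon: 10 abundant small-intestinal genes had a median of 0.126 (95% interval -0.0726 to 0.335), below the bound of 0.849 set for excluding it, but that bound was wrong, since at 12 months 4 of them (Sis, Alpi, Slc10a2 and Fabp2) were already at 8.46 to 11.7 and the other 6 near the floor at 4.74 to 5.66, where a small share would be hidden. A change of the colonic epithelium with age stays open, as untested.

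Immunoglobulin genes have lower means at 28 than at 12 months. The tables argue against any single mouse of 12 months with high levels, since the list kept at least 0.848 of its median difference without it, and against 2 such mice, since it kept 0.745 without mice 07 and 09, the lowest of 21 pairs, where the explanation was taken to need most of it lost, a bound set after the values were seen. A single mouse of 28 months with low levels is in line with most of the difference, since without mouse 09 of 28 months (-0.97 against 0.76 in the next lowest mouse of that age) the list kept 0.441 of it, a median of -0.26. Fewer B cells and plasma cells stay possible. The markers of these cells other than immunoglobulin genes had a median of -0.286 on all mice (95% interval over the markers -0.422 to -0.179). This median was -0.03 without the 4 mice with muscle or pancreas transcripts. The interval does not cover the spread between mice, and camera with an estimated correlation gave adjusted p = 0.458 for these markers. Lower transcription per cell and an effect of age itself stay open, as untested.

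With the ages of the mice reassigned in 100 splits per comparison, the real one included, as many genes passed in 1 split (the real one) for 6 against 12, 6 against 24, 6 against 28, 12 against 24 and 12 against 28 months, and in 2 for 24 against 28 months. The most genes in any other split were 1, 77, 1, 0 and 1, and 3 for 24 against 28 months, against 1182, 888, 1231, 14 and 134, and 2 with the real ages.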

How the results depend on the processing

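No alternative was chosen by its result, except that leaving out the 4 mice with muscle or pancreas transcripts and the other probe sets of Ighg3 were added after the values were seen. No call of a named gene turned its direction, while the median of the exocrine pancreas list from 12 to 28 months, 0.32, became -0.03 without mouse 09 of 28 months, and differences that were not called, such as that of Mmrn1 over these ages, also turned. Of 299 calls of named genes, between 247 and 299 were kept under other variance models, scalings and probe set summaries and with only the 2 ages compared, 292 without a filter, 288 of the 288 and 242 of the 244 left by the stricter filters, 243 without the 4 mice, 188 with the block below, and between 257 and 296 without any single mouse. Without the intensity trend, 1 gene passed between 24 and 28 months. With an interquartile range above 0.2, 67 passed between 12 and 28 months, 0 between 24 and 28 months, and 31 were lower at all 3 ages. With only the 2 ages compared, these were 47, 0 and 34. Array quality weights gave 50 genes between 12 and 24 months and 1 between 24 and 28 months. Cyclic loess gave 23 between 12 and 24 months, 53 lower at all 3 ages, and an adjusted p of 0.0553 for ubiquitin-specific peptidases. Median centring gave 1 between 24 and 28 months and 161 lower at all 3 ages, and the share of unchanged genes gave 23 between 12 and 24 months. Without the 4 mice, 57 passed between 12 and 28 months, 0 between 24 and 28 months, 53 were lower at all 3 ages, and ubiquitin-specific peptidases and immunoglobulin genes had adjusted p = 0.0888 and 0.0648. With an estimated correlation, the adjusted p was 0.0748 for tight junction (6 against 28 months), 0.404 for DNA replication, mismatch repair, proteasome and ubiquitin-specific peptidases, 0.158 for the unfolded protein response, 0.417 for antimicrobial defence and 0.466 for immunoglobulin genes. With fry it was 0.0520 for DNA replication, 0.0831 for antimicrobial defence and 0.171 for immunoglobulin genes. Without single mice, the counts ranged from 5 to 28 (12 against 24 months), 87 to 161 (12 against 28 months), 0 to 3 (24 against 28 months) and 43 to 96 (lower at all 3 ages), and the adjusted p of ubiquitin-specific peptidases from 0.0131 to 0.0799. With mouse number as a replicate block, 454 genes passed between 6 and 24 months, 587 between 6 and 28, 0 between 12 and 24, 18 between 12 and 28 and 0 between 24 and 28 months, 314 were higher and 25 lower at all 3 ages, and ubiquitin-specific peptidases had an adjusted p of 0.327. The labels do not say that equal numbers are related mice: 25 same-numbered pairs had a median correlation of -0.0232, and 2 of 22 mice correlated best with their own number. The cause was not tested, beyond fewer genes or mice where the alternative itself removes them. Low signal limits the genes, since 16182 of 18820 passed the intensity filter.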

Differences from the paper's values

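All comparisons here use alternatives set before the data were examined, except where the 4 mice or other probe sets of Ighg3 are named, which were chosen after the values were seen.

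The first principal component held 46.0% of the variance, against about 26% in the paper's Fig. 2A, read by eye. It is within 1.5 times the paper's, the limit used for a difference, with 5000 genes (34.3%) and without mouse 07 of 6 months (37.7%), though still higher, and beyond it with 500 genes, with each gene scaled to unit variance, without immunoglobulin genes and without any other single mouse. The fold change of Ighg3 between 12 and 28 months was -1.84, against the paper's -3.63. On the log2 scale the gap is within the larger SD of the 2 ages, 0.92, the limit used for a difference, with mouse number as a block, without mice 01, 03 or 13 of 12 months and without mice 19 or 21 of 28 months, where the fold change was still smaller than the paper's, and beyond it with the other variance models, filters, scalings and probe set summaries and without any other mouse. Which probe sets the paper's value rests on is not known here: another probe set of Ighg3 alone gave -1.60, and the 3 that list other genes too, which were left out, gave -1.69, -1.33 and -1.31.

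The paper lists Ighg3 among the genes lower at 28 than at 12 months at its unadjusted threshold of 0.01. Here its difference had an unadjusted p of 0.0466 from limma and an exact permutation p of 0.079. No setting calls Ighg3 at an adjusted p under 0.05. All 13 measured genes that Table 3 of the paper gives as higher at 28 months, and 7 of 8 that it gives as lower, had an unadjusted p under 0.01 here. At the adjusted threshold, Reg3b (adjusted p = 0.115) passed in no setting. Npc1l1 (adjusted p = 0.0608) passed with only the 2 ages, with the share of unchanged genes, and without mouse 11 of 6 months, mice 09 or 11 of 24 months or mouse 03 of 28 months, and Cyp2c67 (adjusted p = 0.0726) with array weights and without mouse 01 of 12 months, mouse 09 of 24 months or mouse 03 of 28 months.

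The paper gives Tgfb1 and Snai1 as higher at 12 than at 6 months. Here Tgfb1 differed by 0.42 ± 0.12 (adjusted p = 0.0149) and passed 0.01 only without mouse 13 of 12 months or mouse 07 of 24 months, and Snai1 differed by 0.31 ± 0.12 (adjusted p = 0.092) and passed in no setting, while Zeb1, Zeb2, Snai2 and Tcf21 passed. The paper gives Cdh1 and Ocln as little altered, and here Ocln fell by 0.30 ± 0.08 (adjusted p = 0.0093). That call is lost without the intensity trend, without a filter, with only the 2 ages, with cyclic loess and without any of 18 mice. Cdh1 did not pass (adjusted p = 0.013), and passed 0.01 with the stricter filter, median centring, the share of unchanged genes, without mouse 01 of 12 months or mouse 21 of 28 months and without the 4 mice with muscle or pancreas transcripts. The paper gives Lbp as increasing in the colon during aging, and marks p values under 0.05 in the figure. Here its difference between 6 and 28 months, 0.74 ± 0.38, had an exact permutation p of 0.0303 (0.0640 after adjustment) and that between 6 and 12 months 0.0152 (0.0360 after adjustment), which agree in direction and pass 0.05 unadjusted, while limma's adjusted p of 0.22 between 6 and 28 months is over 0.01, as in all other settings. The paper sees no clear separate clusters of the older ages in its principal components, and here these ages overlapped on both components. The mean of the second component differed between 12 and 28 months (exact permutation p = 0.00583, 0.0350 after adjustment), which is not a separation of clusters.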

Other observations

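The lists below were fixed in advance, and the members named as the 1 that rose or fell, apart from those with the smallest p, were picked after the values were seen.

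Several genes of the protocadherin beta cluster, cell adhesion proteins that neighbour each other on 1 chromosome, rose with age. Of 16 measured, 3 were higher at 12 than at 6 months (4 when adjusted over the list alone, median log2 difference 0.22, camera adjusted p = 0.00045) and 9 of 16 at 28 months (9 when adjusted over the list alone, median 0.50, camera adjusted p = 1.0e-12). From 12 to 28 months 7 rose and none fell (10 rose when adjusted over the list alone), with a median of 0.29 (camera adjusted p = 8.1e-12, and adjusted p = 1.51e-05 with an estimated correlation). Pcdhb18 was higher than at 6 months by 0.52 ± 0.10 at 12 months and 1.37 ± 0.10 at 28 months, Pcdhb16 by 0.63 ± 0.13 and 1.52 ± 0.13, and Pcdhb17 rose by 0.60 ± 0.09 from 12 to 28 months. The paper names Pcdhb16 and Pcdhb18 from the same mice, so this list is not independent of its results. Of 12 enteric neuron markers none passed from 6 to 12 months, with a median of -0.00 (camera adjusted p = 0.87), for example Chat with -0.18 ± 0.08.

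Some markers of tuft cells, chemosensory cells of the epithelium, were lower at 28 than at 6 months. Of 10, 6 fell, none rose and 4 did not pass (6 fell when adjusted over the list alone), with a median of -0.37 (camera adjusted p = 1.7e-05, and adjusted p = 0.0748 with an estimated correlation), including Sh2d6 by -0.59 ± 0.09 and Alox5, an enzyme of leukotriene synthesis, by -0.59 ± 0.09. Of 22 enteroendocrine genes, 5 were lower at 28 than at 6 months (6 when adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.010, and adjusted p = 0.33 with an estimated correlation), including the peptide hormone gene Pyy by -0.59 ± 0.11 and Scg3, of secretory granules, by -0.60 ± 0.11. Of 49 genes of the unfolded protein response and ER chaperones, 6 rose and 43 did not pass from 6 to 12 months (11 rose when adjusted over the list alone, camera adjusted p = 3.4e-07, and adjusted p = 0.217 with an estimated correlation), including Hsp90b1 by 0.36 ± 0.06 and Derl3, which the B cell and plasma cell list also holds, by 0.84 ± 0.16, and 11 rose with cyclic loess. From 6 to 12 months, 16 of 18 B cell and plasma cell markers had a higher mean. Of 23 interferon response genes, 5 fell from 6 to 12 months (8 when adjusted over the list alone), with a median of -0.23 (camera adjusted p = 0.0001, and adjusted p = 0.269 with an estimated correlation), including the viral RNA sensor Ifih1 by -0.37 ± 0.06.

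From 6 to 12 months, 3 of 18 immunoglobulin genes rose (9 when adjusted over the list alone), with a median of 1.51 (camera adjusted p = 5.6e-08, and adjusted p = 0.147 with an estimated correlation), among them Igkv4-91 by 3.03 ± 0.65. Of the 5 immunoglobulin constant region and J chain genes, 2 rose (camera adjusted p = 0.00082, and adjusted p = 0.194 with an estimated correlation), and of 18 B cell and plasma cell markers 3 rose, including Tnfrsf17 by 1.04 ± 0.18 (camera adjusted p = 0.0016, and adjusted p = 0.408 with an estimated correlation). Ighm, 1 of those 2 constant region and J chain genes, lost its call without any of 18 mice (adjusted p up to 0.0504). Of 8 MHC class II genes, 2 rose (camera adjusted p = 0.0021, and adjusted p = 0.392 with an estimated correlation), and of 20 genes of senescence and inflammation 6 rose (camera adjusted p = 0.022), including Serpina3n and Ccl8. Of 10 enteric glia genes, 2 rose and Erbb3 fell by 0.32 ± 0.07 (camera adjusted p = 0.038, and 0.0823 with cyclic loess), and of 6 genes of interstitial cells of Cajal 3 rose (camera adjusted p = 0.012). Of 16 clock genes, 2 rose, Hlf by 0.77 ± 0.14 and Rora by 0.41 ± 0.08, and Npas2 fell by 0.47 ± 0.11 (adjusted p = 0.0112 with cyclic loess, camera adjusted p = 0.435). The mast cell list had a median of 0.11 (camera adjusted p = 0.70), the stem and crypt base list -0.05 (camera adjusted p = 0.82) and the adipocyte list -0.34 (camera adjusted p = 0.019).

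From 12 to 28 months, 7 of 58 small nucleolar RNAs rose and Snora23 fell by 0.22 ± 0.05 (camera adjusted p = 1.3e-05, and adjusted p = 0.404 with an estimated correlation). Of 66 mitochondrial ribosome genes 7 fell, including Mrpl34 by 0.23 ± 0.04 (camera adjusted p = 5.1e-09, and adjusted p = 0.404 with an estimated correlation, 2 fell without the 4 mice with muscle or pancreas transcripts and 11 with each array centred on its median), and of 70 oxidative phosphorylation genes 5 fell, including Ndufa2 by 0.25 ± 0.04 (camera adjusted p = 0.00066, and adjusted p = 0.466 with an estimated correlation). Of 70 cytosolic ribosomal protein genes, 2 rose (1 with each array centred on its median) and 2 fell (camera adjusted p = 0.0095, and adjusted p = 0.466 with an estimated correlation). The exocrine pancreas list had a median of 0.32 (camera adjusted p = 0.010, and adjusted p = 0.466 with an estimated correlation), and -0.03 without mouse 09 of 28 months (camera adjusted p = 0.291).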
